# Lgr5^+^ stem and progenitor cells reside at the apex of a heterogeneous embryonic hepatoblast pool

**DOI:** 10.1242/dev.174557

**Published:** 2019-06-12

**Authors:** Nicole Prior, Christopher J. Hindley, Fabian Rost, Elena Meléndez, Winnie W. Y. Lau, Berthold Göttgens, Steffen Rulands, Benjamin D. Simons, Meritxell Huch

**Keywords:** Hepatoblast, Lgr5, Organoid, Bipotent, Liver stem/progenitor cells, Liver development

## Abstract

During mouse embryogenesis, progenitors within the liver known as hepatoblasts give rise to adult hepatocytes and cholangiocytes. Hepatoblasts, which are specified at E8.5-E9.0, have been regarded as a homogeneous progenitor population that initiate differentiation from E13.5. Recently, scRNA-seq analysis has identified sub-populations of transcriptionally distinct hepatoblasts at E11.5. Here, we show that hepatoblasts are not only transcriptionally but also functionally heterogeneous, and that a subpopulation of E9.5-E10.0 hepatoblasts exhibit a previously unidentified early commitment to cholangiocyte fate. Importantly, we also identify a subpopulation constituting 2% of E9.5-E10.0 hepatoblasts that express the adult stem cell marker *Lgr5*, and generate both hepatocyte and cholangiocyte progeny that persist for the lifespan of the mouse. Combining lineage tracing and scRNA-seq, we show that *Lgr5* marks E9.5-E10.0 bipotent liver progenitors residing at the apex of a hepatoblast hierarchy. Furthermore, isolated Lgr5^+^ hepatoblasts can be clonally expanded *in vitro* into embryonic liver organoids, which can commit to either hepatocyte or cholangiocyte fates. Our study demonstrates functional heterogeneity within E9.5 hepatoblasts and identifies *Lgr5* as a marker for a subpopulation of bipotent liver progenitors.

## Abstract (precis)

**Summary:** Multicolour clonal genetic lineage tracing, organoid cultures and scRNA-seq analyses demonstrate that Lgr5 marks a subpopulation of bipotent hepatoblasts that reside at the apex of the hierarchy of a heterogenous hepatoblast pool.

## INTRODUCTION

The liver is composed predominantly of hepatocytes and cholangiocytes [also known as ductal cells or biliary epithelial cells (BECs)]. These epithelial cells work in conjunction with the liver stromal, endothelial and mesenchymal cells to perform essential metabolic, exocrine and endocrine functions (Zorn, 2008). In addition, the epithelial cells have a tremendous capacity for regeneration, which is vital given the constant exposure of the liver to metabolic and toxic substances.

During mouse embryogenesis, liver specification from the ventral foregut endoderm begins at embryonic day (E)8.5, followed by the formation of the hepatic diverticulum. Circa E9.5, hepatic endoderm cells, termed hepatoblasts, proliferate, delaminate and migrate into the adjacent septum transversum mesenchyme (STM) to form the liver bud. Hepatoblasts are the embryonic progenitors for adult hepatocytes and cholangiocytes, whereas the STM contributes to the prospective hepatic mesenchyme (Medlock and Haar, 1983; Zorn, 2008). The STM and hepatic mesenchyme secrete several growth factors, including FGF, BMP, HGF and Wnt, which promote hepatoblast proliferation, migration and survival (reviewed by Zorn, 2008). Histological data at E13.5 show subsets of hepatoblasts near the portal mesenchyme upregulate biliary-specific cytokeratins, indicating that biliary differentiation is initiated by E13.5 (Germain et al., 1988; Lemaigre, 2003). By contrast, hepatoblasts that are not in contact with portal veins respond to signals from the closely associated haematopoietic cells in the liver and differentiate into hepatocytes (Zorn, 2008).

Previous studies have hinted at the bipotential nature of hepatoblasts; immunohistochemical analysis in rats showed that the expression of proteins such as γ-glutamyl transpeptidase, which is detected at low levels in almost all hepatoblasts, becomes upregulated and restricted to differentiated cholangiocytes only and not to hepatocytes (Germain et al., 1988). Similarly, hepatoblasts near the portal mesenchyme, which are destined to become cholangiocytes, transiently express *Afp* and *Alb*, two markers that later become restricted to hepatocytes (Shiojiri et al., 2001). These reports show that the hepatoblast population expresses markers of both hepatocytes and cholangiocytes, which later become lineage restricted. More recent studies have used positive selection with surface markers to isolate hepatoblasts before characterisation (as reviewed by Miyajima et al., 2014). However, the processes that regulate the cholangiocyte versus hepatocyte decision remain unclear. It is also unclear whether a single hepatoblast can give rise to both cholangiocytes and hepatocytes, i.e. whether single hepatoblasts are bipotent or whether there are subpopulations of unipotent hepatoblasts.

During endoderm patterning, Wnt signalling represses liver fate (McLin et al., 2007), but is required at E10 for liver bud formation (Micsenyi et al., 2004) and hepatic proliferation (Tan et al., 2008). The Wnt target gene *Lgr5* was originally described as an adult intestinal stem cell marker (Barker et al., 2007). *Lgr5* has since been reported to be a marker of cycling adult stem cells in many other organs, such as the stomach, mammary gland and tongue, among others (Koo and Clevers, 2014). In the homeostatic liver, *Lgr5* expression is restricted to pericentral hepatocytes (Planas-Paz et al., 2016). However, in response to damage, *Lgr5* expression becomes highly upregulated (Huch et al., 2013) and mice lacking both *Lgr5* and its homologue *Lgr4* show impaired proliferation in pericentral (Planas-Paz, 2016) and periportal hepatocytes (Karaca et al., 2014). In the embryo, *Lgr5* has been reported as a marker of bipotent progenitors in developing mammary cells (Trejo et al., 2017), kidney (Barker et al., 2012) and intestine (Kinzel et al., 2014). Bulk RNA-seq analysis of embryonic tissue has identified many components of the Wnt pathway, including *Lgr5*, to be differentially expressed in the E10.5 liver compared with the embryonic pancreas (Rodríguez-Seguel et al., 2013). Furthermore, recent single cell RNA sequencing (scRNA-seq) analysis of E11.5 livers reported that the embryonic liver harbours subpopulations of transcriptionally heterogeneous hepatoblasts, some of which express *Lgr5* (Yang et al., 2017). However, these studies did not address whether the transcriptional heterogeneity observed reflects a genuine functional heterogeneity of the hepatoblast pool, nor did they investigate the role of Lgr5^+^ cells during embryonic liver development. Here, by combining multicolour clonal genetic lineage tracing, organoid cultures and scRNA-seq analysis, we demonstrate that Lgr5 marks a subpopulation of bona fide bipotent hepatoblasts that reside at the apex of a hepatoblast hierarchy.

## RESULTS

### Lgr5 is a marker of hepatoblasts in the E9.5 liver

Lgr5 expression has been reported in the developing liver as early as E10.5 (Rodríguez-Seguel et al., 2013; Yang et al., 2017). However, these studies were performed at the RNA level and there was no functional assessment of the potentiality of Lgr5-expressing cells. To investigate whether Lgr5 marks bona fide hepatoblasts, we used a lineage-tracing strategy to identify the progeny of Lgr5-expressing cells (Kretzschmar and Watt, 2012). Thus, we generated *Lgr5-IRES-CreERT2/R26R-TdTomato* embryos where, upon tamoxifen induction, *Lgr5^+^* cells and their progeny become labelled with TdTomato. As hepatoblast delamination and formation of the liver bud occurs at E9.5, we first assessed whether Lgr5 is expressed within this very early hepatoblast pool. To this end, we induced E9.5 embryos with tamoxifen and collected embryos at E11.5. We found that Lgr5 is expressed as early as E9.5-E10 (considering the time lag for tamoxifen to induce TdTomato expression) in the embryonic liver, as we detected TdTomato^+^ fluorescence in the isolated livers (Fig. 1A) and determined the labelling efficiency of Lgr5^+^ cells to be 19.6±2.2%. We next sought to address which cell type(s) express Lgr5 during liver development. We found that, at E11.5, Lgr5^+^ cells labelled at E9.5 co-expressed α fetoprotein (AFP), a well-characterised hepatoblast marker, but did not co-express markers for the endothelial (VEGFR3) or hematopoietic (CD45) lineages (Fig. 1B,C). Although labelled cells do not express endothelial markers, we found that they are located directly adjacent to the endothelial cells (Fig. 1B, Movie 1), suggesting that cell-cell interactions between the endothelium and hepatoblasts may serve to pattern the tissue. Additionally, staining with Ki67 revealed that over half of the Lgr5^+^ cells were proliferative (Fig. 1B,C). Collectively, these results reveal the existence of a population of proliferative Lgr5^+^ cells with hepatoblast features at E9.5-E10.

**Fig. 1.**
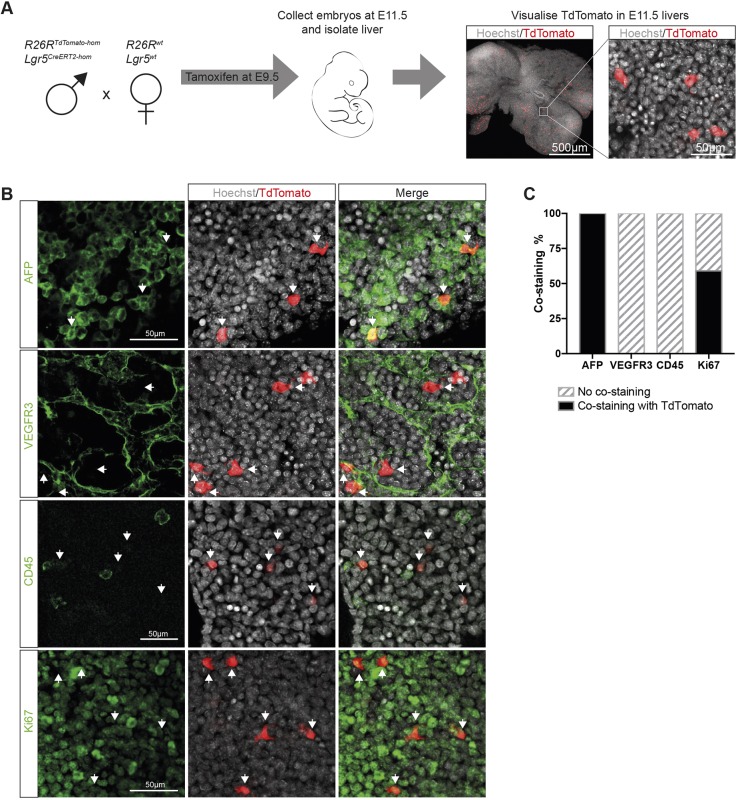
**Lgr5 expression marks cells with hepatoblast features in the developing liver.** (A-C) *Lgr5-IRES-CreERT2^hom^; R26R-TdTomato^hom^* males were mated with MF1-WT females in order to generate *Lgr5-IRES-CreERT2^het^;R26R-TdTomato^het^* embryos. Administration of tamoxifen to pregnant females at E9.5 leads to activation of Cre in Lgr5^+^ cells and recombination at the ROSA locus to induce expression of TdTomato in E9.5-E10 Lgr5^+^ cells and their progeny. (A) Schematic of experimental approach. Expression of TdTomato can be detected in E11.5 livers following induction at E9.5, indicating the presence of Lgr5^+^ cells in the developing liver at E9.5 (*n*≥3 independent experiments, *n*=2 independent litters). Representative images of TdTomato epi-fluorescence (red) are shown. Nuclei were counterstained with Hoechst (grey). (B) Representative immunofluorescent staining of TdTomato-expressing cells co-stained for the hepatoblast marker AFP (green, top panel), the endothelial marker VEGFR3 (green, middle top panel), the pan-haematopoietic marker CD45 (green, middle bottom panel) and the proliferative marker Ki67 (green, bottom panel). (C) Quantification of the immunostaining shown in B. All TdTomato^+^ cells co-express AFP and are negative for endothelial and haematopoietic fate markers (*n*>30, *n*=2 independent litters). At least half of the TdTomato^+^ cells are proliferative (Ki67^+^, *n*>50, *n*=2 independent litters).

To assess whether Lgr5^+^ cells are bona fide hepatoblasts, we analysed their contribution to the formation of both mature hepatocytes and cholangiocytes in the postnatal liver. We induced *Lgr5-IRES-CreERT2/R26R-TdTomato* embryos at E9.5 and collected postnatal livers over the course of a year (Fig. 2A). We detected TdTomato^+^ descendants of the initially labelled E9.5-E10 Lgr5^+^ cells at all time-points analysed (from 1 month up to 1 year after birth) in all three functional zones of the liver (zones 1-3; Fig. 2B). Importantly, we identified both hepatocytes and cholangiocytes as descendants of the E9.5 Lgr5^+^ hepatoblasts (Fig. 2B, Fig. S1A, Table S1, part 1). By contrast, induction at a later time-point (E13.5) resulted in only hepatocyte labelling, indicating that, by E13.5-E14, Lgr5^+^ liver progenitors are committed to hepatocyte fate (Fig. S1B, Table S1, part 2). Of note, induction at earlier time points (E7.5 and E8.5) did not result in any labelled progeny in the postnatal liver (Fig. S1C) suggesting that, at this stage of embryonic development, Lgr5 marks exclusively liver progenitors after specification and liver bud formation, but not definitive endoderm or foregut progenitors that will contribute to prospective liver tissue. No labelling was detected in non-induced mice (Fig. S1D). Altogether, our lineage tracing demonstrates that Lgr5 is a bona fide hepatoblast marker for E9.5-E10 liver bud hepatic progenitors with the capacity to give rise to adult hepatocytes and cholangiocytes.

**Fig. 2.**
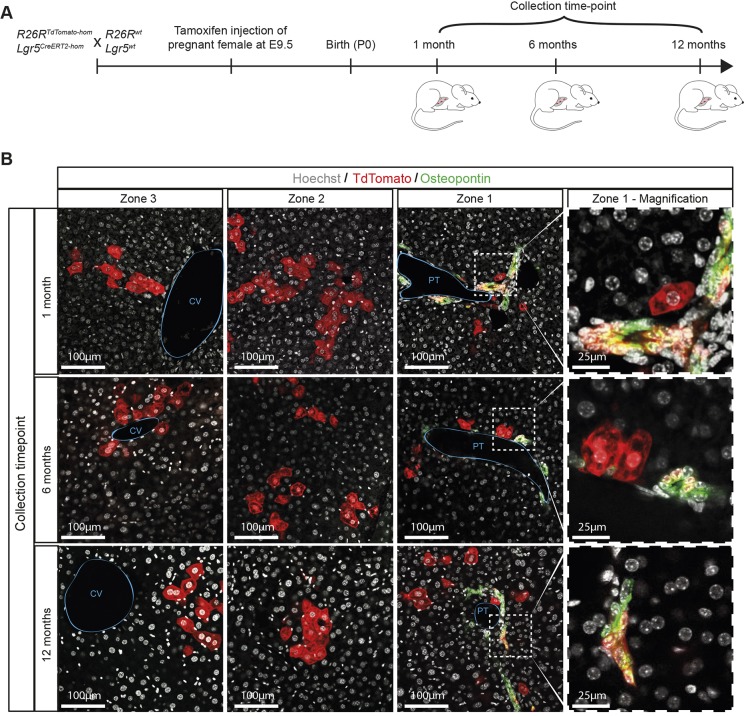
**Lgr5 is a marker of bona fide hepatoblasts *in vivo*.** (A) Schematic of experimental approach. TdTomato expression was induced at E9.5 and livers collected at the indicated postnatal time-points. (B) Lgr5^+^ progeny (TdTomato^+^ cells, red) are found distributed along all three zones of the liver lobule; the portal triad (PT, zone 1), the central vein (CV, zone 3) and the intermediate region (zone 2), at all time-points analysed, up to 12 months after birth. In zone 1, labelled cells include both hepatocytes and cholangiocytes (osteopontin, green), indicating that E9.5-E10 Lgr5^+^ cells are bona fide hepatoblasts. Right panels are enlargements of the boxed areas in zone 1.

### Lgr5 marks bona fide bipotent hepatoblasts at the earliest stage of embryonic liver development

To date, it has been unclear as to whether hepatoblasts are bipotent, i.e. a single hepatoblast can give rise to both cholangiocytes and hepatocytes, or are unipotent, implying the co-existence of progenitors restricted to either hepatocyte-only or cholangiocyte-only fates. To assess whether E9.5-E10 Lgr5^+^ hepatoblasts are bipotent, we turned to a clonal lineage tracing strategy to determine the contribution of each marked cell to a given fate. To mitigate the effects of cell dispersion during development, we opted to use a multicolour lineage-tracing approach, where clones derived from single cells are labelled with different colours. Lineage tracing with the R26R-Confetti reporter (Snippert et al., 2010) in combination with the *Lgr5-IRES-CreERT2* allele results in stochastic labelling of Lgr5^+^ cells with either RFP, YFP, GFP or CFP following induction with tamoxifen at E9.5 (Fig. 3A). As expected, we detected distinct clones labelled with one of the four fluorescent proteins at all time-points analysed (P0-P17) (Fig. 3B, Fig. S2A).

**Fig. 3.**
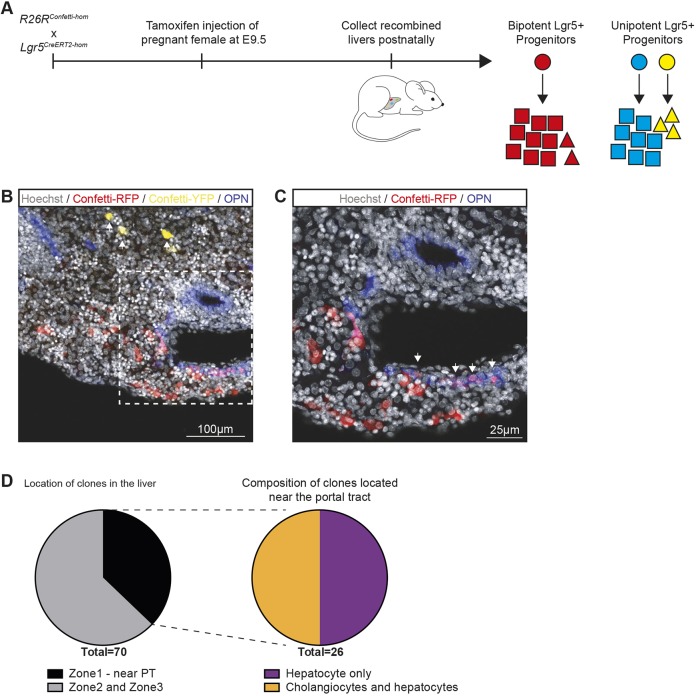
**E9.5 Lgr5^+^ hepatoblasts are bipotent.** (A-D) *Lgr5-IRES-CreERT2^hom^* mice were mated with multicolour Confetti reporter *R26R-Confetti^hom^* mice to generate *Lgr5-IRES-CreERT2^het^;R26R-Confetti^het^* embryos. Induction with tamoxifen at E9.5 results in Lgr5^+^ cells and progeny being labelled in one of four colours (RFP, YFP, mCFP or nGFP). (A) Schematic of the experimental design. Two potential outcomes are illustrated: a single Lgr5^+^ hepatoblast (red circle) is bipotent and gives rise to both hepatocytes (red squares) and cholangiocytes (red triangles); alternatively, single Lgr5^+^ hepatoblasts (blue and yellow circles) are unipotent and independently give rise to hepatocytes (blue squares) and cholangiocytes (yellow triangles). (B,C) Representative images of P0 *Lgr5-IRES-CreERT2^het^;R26R-Confetti^het^* liver following induction at E9.5. Ductal cells were co-stained for osteopontin (blue, white arrows). Nuclei were counter-stained with Hoechst. (B) Low-power magnification of a liver section showing a red and a yellow clone (white arrows). (C) Magnification showing that the red clone contains both hepatocytes and cholangiocytes (white arrows). (D) Pie charts showing the total number of clones identified (*n*=70) and the fraction of these that are located in zone 1 (*n*=26). From the total number of clones found in zone 1, half (*n*=13) contained both hepatocytes and cholangiocytes of the same colour. At the induction dose used, the frequency of mergers of clusters of the same colour is less than 3.6±1.9% for all colours (see Fig. S2B), which confirms that at least 12 of the 13 bipotent clones identified arise from a single Lgr5^+^ cell, thus demonstrating that a fraction of Lgr5^+^ cells are bipotent at E9.5. Experiments were performed in *n*=3 embryos.

Recently, we showed that, owing to cell rearrangement during the expansion of developing tissues, marked cells can become dispersed and clones ‘fragmented’, with the potential to confound the interpretation of labelling data during development (Rulands et al., 2018). Therefore, to ensure that only cells within individual clones were scored, we opted to take into consideration only those clones in the portal tract labelled with a single colour where ductal cells and hepatocytes were juxtaposed. We scored 70 individual clones in this manner, 81% of which comprised hepatocytes only. No cholangiocyte-only clones were found. Crucially, from all clones identified, 37% were identified near a portal tract, and half of these (50%) contained both labelled hepatocytes and cholangiocytes of the same Confetti colour (Fig. 3C,D, Movie 2, Table S1, part 3). As, expected, we found clones in zones 2 and 3 throughout the liver formed of hepatocytes only. Clone merger, i.e. the frequency at which labelled cells with the same colour are counted as a single clone but originate from two recombination events, was estimated to be less than 3.6±1.9% for all colours (Fig. S2A,B), indicating that, from the 13 bipotent clones identified, at least 12 clones are truly bipotent. As before, no labelling was detected in non-induced mice (Fig. S2C). Therefore, clonal analysis of individual Lgr5^+^ hepatoblasts demonstrates that, at E9.5-E10, at least some of the *Lgr5*-expressing cells are bipotent.

### Lgr5^+^ embryonic liver cells grow into organoids *in vitro* and generate both ductal- and hepatocyte-fated organoids

Single Lgr5^+^ cells isolated from the livers of adult mice (Huch et al., 2013) and humans (Huch et al., 2015) can be grown clonally into cholangiocyte-like liver organoids, which retain the bipotential characteristics of adult cholangiocyte progenitors, being able to self-duplicate while maintaining the capacity to differentiate into both hepatocytes and cholangiocytes *in vitro*. We therefore sought to assess whether Lgr5^+^ embryonic liver hepatoblasts could also form self-renewing organoids while retaining their bipotential characteristics *in vitro* by isolating Lgr5^+^ hepatoblasts and placing them in culture.

Recently, further optimization of our protocols to expand human adult liver cells (Huch et al., 2015) has facilitated the expansion of human embryonic (week 11-20 human gestation) and adult mouse liver tissue as 3D organoid cultures (Hu et al., 2018; Peng et al., 2018). However, the media requirements to establish mouse embryonic liver organoids have not yet been reported. Hence, we first sought to establish culture conditions that would enable the expansion of mouse organoid cultures from the embryonic liver, opting first to use whole liver tissue isolated from E10.5-E11.5 mouse embryos without selection for specific hepatoblast cells. The use of E10.5-E11.5 rather than E9.5 embryos was for practical reasons; at E9.5 the prospective liver has not yet formed a clear organ structure and therefore it was not possible to isolate liver alone, resulting in contamination from other foregut-derived tissues, especially stomach (data not shown). To establish cholangiocyte-like organoids from the embryonic liver, we modified our previously published protocol to expand mouse adult ductal liver organoids (Broutier et al., 2016; Huch et al., 2013) by adding a TGFβ inhibitor and forskolin (Fig. S3A) to the medium. In parallel, to establish hepatocyte-like organoids, we adapted a recently published protocol for human embryonic liver (Hu et al., 2018) by removing FGF7 during passaging (Fig. S3B). Using these culture conditions, we could expand mouse embryonic liver organoids for up to five passages (3 months in culture) (Fig. S3C).

Next, we assessed whether single Lgr5^+^ cells isolated from E10.5-E12.5 livers would retain their ability to differentiate into either lineage *in vitro* when cultured in our optimized cholangiocyte-like and hepatocyte-like media conditions. To this end, we first established a sorting strategy that would enable the isolation of pure populations of Lgr5^+^ E10.5-E12.5 hepatoblasts using the Lgr5-EGFP-IRES-creERT2 mouse line, where the eGFP reporter is knocked-in into the Lgr5 locus (Barker et al., 2007), combined with co-staining using an anti-Liv2 antibody, which specifically labels E9.5-E13.5 liver progenitors (Nierhoff et al., 2005; Watanabe et al., 2002). We confirmed the hepatoblast characteristics of E10.5 Lgr5^+^ liver progenitors by co-staining using anti-Liv2 antibodies (Fig. 4A). Given that the developing liver serves as the site of haematopoiesis from E10.5 until the perinatal stage (Sasaki and Sonoda, 2000), we used negative selection of the hematopoietic marker CD45 and endothelial marker CD31 to limit contamination by non-liver progenitor cells. Embryonic livers were collected at E10.5-E12.5, enzymatically digested and then fluorescence activated cell sorting (FACS) was used to isolate (Liv2^+^/CD31^−^/CD45^−^/Lgr5-GFP^+^) Lgr5^+^ hepatoblasts (Fig. 4B, Fig. S4). Sorted Lgr5^+^ cells were embedded in Matrigel (as extracellular matrix) and cultured under our two optimized media conditions. We observed that clonally derived embryonic organoids from isolated Lgr5^+^ hepatoblasts cultured with cholangiocyte-like medium (Fig. 4C) displayed a similar expansion potential to the organoids derived from whole embryonic livers (Fig. S3C). We found that clonally derived Lgr5^+^ hepatoblasts cultured with hepatocyte-like medium readily form organoid structures (Fig. 4D), albeit with a lower expansion potential than those derived from whole embryonic livers (Fig. S3C).

**Fig. 4.**
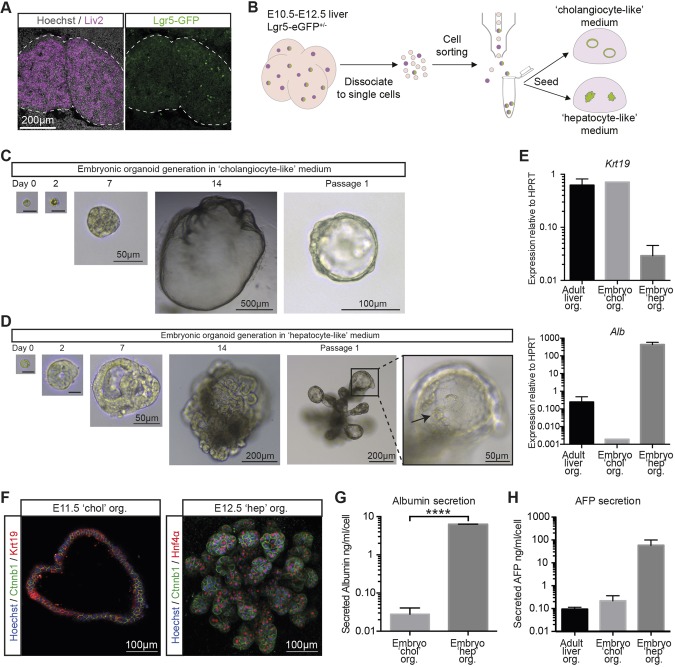
**Lgr5^+^ embryonic liver cells form both cholangiocyte-like and hepatocyte-like organoids *in vitro*.** (A) Section of an E10.5 liver showing co-labelling of Lgr5-GFP^+^ cells (green) with the liver progenitor marker Liv2 (purple). Nuclei were counterstained with Hoechst. (B-H) Embryonic liver organoids were generated from sorted Lgr5-GFP^+^ hepatoblasts isolated from E10.5-E12.5 *Lgr5-EGFP-IRES-creERT2* livers. (B) Schematic of the experimental approach. (C,D) Representative image of a mouse embryo liver organoid derived from a single Lgr5-GFP^+^ cell and cultured in (C) cholangiocyte-like medium or (D) hepatocyte-like medium. Scale bars: 10 µm in day 0 and day 2 images. The cells in the organoids grown in hepatocyte-like medium have hepatocyte morphology. (E) Expression of the ductal marker *Krt19* is predominantly detected in embryonic organoids grown in cholangiocyte-like medium and in control adult ductal liver organoids, while the hepatocyte marker albumin (*Alb*) is detected at much higher levels in embryonic cells cultured in hepatocyte-like medium. (F) Immunofluorescence staining of organoids derived from Lgr5-GFP^+^ embryonic liver cells shows clear expression of either the ductal marker Krt19 in organoids grown in cholangiocyte-like medium (left panel) or the hepatocyte marker HNF4α in organoids grown in hepatocyte-like medium (right panel) (nuclei are counterstained with Hoechst, membranes are labelled with Ctnnb1). The image of embryonic organoids grown in cholangiocyte-like medium represents a projection of 6 µm; hence, giving a multiple cell layer appearance of the single cell epithelial structure. The hepatocyte-like organoids grow as solid structures, with all cells marked by HNF4α. (G) The level of albumin secreted into the supernatant collected after 24 h is significantly higher in embryonic organoids cultured with hepatocyte-like medium compared with cholangiocyte-like medium. (H) AFP secretion into the supernatant after 24 h is increased in embryonic organoids cultured with hepatocyte-like medium when compared with cholangiocyte-like medium and with adult ductal liver organoids. Data are mean±s.e.m. of *n*≥2 experiments.

The morphology of structures generated was dependent on the culture medium used. Addition of cholangiocyte-like medium resulted in the generation of single-layered epithelial spheres (Fig. 4C). The duct-like morphology of embryonic organoids cultured with cholangiocyte-like medium and expression of the classic cholangiocyte marker *Krt19* (Fig. 4E,F) is reminiscent of mouse adult ductal liver organoids (Huch et al., 2013) (Fig. S3D). Conversely, Lgr5^+^ cells cultured with hepatocyte-like medium developed more compact, densely budding structures (Fig. 4D), which resemble the recently published human embryonic hepatocyte organoids (Hu et al., 2018). The hepatocyte-like nature of these cultures was confirmed by high levels of *Alb* expression (Fig. 4E) and clear detection of Hnf4a (Fig. 4F), and functionally by an increased secretion of albumin (Fig. 4G). Embryonic organoids cultured with hepatocyte-like medium secrete more AFP than both embryonic organoids cultured with cholangiocyte-like medium and adult ductal liver organoids (Fig. 4H). This suggests that embryonic hepatocyte-like organoids retain their embryonic status *in vitro*. These results confirm that Lgr5^+^ hepatoblasts retain self-renewal and differentiation capacity *in vitro*, being capable of differentiating towards both cholangiocyte and hepatocyte fates.

### scRNA-seq identifies heterogeneity within the hepatoblast population

To address whether all hepatoblasts express Lgr5 or whether Lgr5 is instead a marker of a specific subpopulation of bona fide bipotent hepatoblasts, we performed single cell RNA sequencing (scRNA-seq) analysis on both Lgr5^+^ hepatoblasts and bulk embryonic liver progenitors derived from either E10.5 or E13.5 livers. To isolate liver progenitors (Liv2^+^) and Lgr5^+^ hepatoblasts (Liv2^+^Lgr5^+^), we applied our established sorting strategy to E10.5 and E13.5 embryonic livers derived from Lgr5-EGFP-IRES-creERT2 mice (Fig. 5A, Fig. S4). Sorted Liv2^+^/CD31^−^/CD45^−^ cells (Liv2^+^ bulk hepatoblast population) and Liv2^+^/CD31^−^/CD45^−^/Lgr5-GFP^+^ cells (Lgr5^+^ hepatoblasts) were subjected to scRNA-seq analysis based on the Smart-seq2 protocol (Picelli et al., 2014). scRNA-seq analysis was conducted on 943 sorted cells. 

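The Lgr5-EGFP-IRES-creERT2 mouse expresses GFP from the *Lgr5* locus, Liv2 is an antibody against a surface antigen of hepatoblasts, and CD31 and CD45 mark endothelial and haematopoietic cells. In Smart-seq2, the cDNA of a single sorted cell is amplified and made into a library of its own, and no molecular identifiers are added. The deposited data hold 653 cells in 4 groups: 203 E10.5 bulk cells, 211 E10.5 Lgr5-GFP+ cells, 159 E13.5 bulk cells and 80 E13.5 Lgr5-GFP+ cells. The authors aligned the reads to the mouse genome GRCm38 with STAR and used Subread to count uniquely aligned reads on each gene, and the deposited counts are not normalised. The count table lists 54195 genes and no spike-in sequences. Reads on genes per cell ranged from 512970 to 2029763 in E10.5 bulk cells (median 1260402) and from 463347 to 2279700 in E10.5 Lgr5-GFP+ cells (median 1243438). At E13.5 they ranged from 566705 to 2131195 in bulk cells (median 1092637) and from 537264 to 2246344 in Lgr5-GFP+ cells (median 1144010). The median number of genes with at least 1 read was 5490, 6120, 5546 and 5035 in the same order of groups. A further deposited table gives 1766 variable genes after the authors' normalisation and batch correction between 2 groups of experiments. The sample labels name 5 library pools but no animal, litter or sort, so each group was treated as 1 sample, and no test between groups was made. Pools were used only as technical batches. Levels of genes are given as RPM, the reads of a gene in the summed cells of a cluster per 1000000 reads on all genes. Shares of cells are given with exact Clopper-Pearson 95% intervals and summed reads with exact Poisson 95% intervals, which cover counting error only, because amplified reads are not independent molecules and cells are not replicates. The choices most open to change were the threshold of reads that makes a cell Lgr5+, the resolution of the clustering, the kernel of the diffusion map and the measure of cell cycle phase. The cells were sorted singly into plates, and no doublet caller was run.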

Following quality control, 653 cells were processed for further analysis. To reduce technical variability between biological replicates, we applied batch effect correction by matching mutual nearest neighbours.

**Fig. 5.**
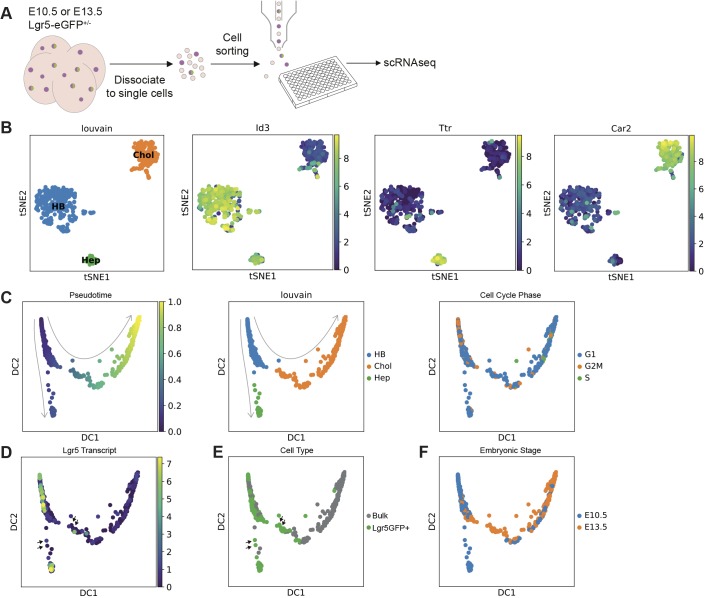
**scRNA-seq of hepatoblasts reveals heterogeneity in the hepatoblast population.** (A) Schematic of the experimental approach. Briefly, bulk (Liv2^+^) hepatoblasts and Lgr5-GFP-positive (Liv2^+^ Lgr5-GFP^+^) hepatoblasts from E10.5 or E13.5 *Lgr5-EGFP-IRES-creERT2* embryos were obtained by FACS and were processed for scRNA-seq analysis using the Smartseq2 protocol. (B) Clustering analysis (Louvain clustering) of all cells analysed (653 sorted cells from E10.5 and E13.5 embryos) classified cells into three different clusters: a cluster that exhibits features of hepatoblasts only (HB, blue), a hepatoblast cluster with hepatocyte-like features (Hep, green) and a hepatoblast cluster with cholangiocyte-like features (Chol, orange). Representative marker genes of each of these three clusters are shown: *Id3* (HB), *Ttr* (Hep) and *Car2* (Chol). Clusters are represented using tSNE plots. (C) Diffusion pseudotime analysis of E10.5 and E13.5 cells shows the HB cluster precedes the divergence of the Hep cluster or Chol cluster, and has a higher proportion of cells in G2M phase. Left panel, diffusion map showing DC1 and DC2 components; middle panel, diffusion map where the three clusters identified by Louvain clustering are shown; right panel, diffusion map showing the cell cycle phase. Arrows represent the developmental trajectory originating from the HB cluster. (D) *Lgr5* transcript levels as determined using single cell sequencing superimposed on the pseudotime analysis of all cells. (E) Lgr5-GFP^+^ cells as identified by FACS data superimposed on the pseudotime analysis of all cells. There are some Lgr5-GFP^+^ cells that were sorted as GFP^+^ but that have downregulated the *Lgr5* transcript (black arrows), indicating that these are immediate descendants of Lgr5^+^ cells. (F) Diffusion map showing the cells segregated by time-point (blue, E10.5; orange, E13.5). Cells sorted at E10.5 map to the HB cluster, to cells moving towards and located in the Hep cluster, and to cells located in the Chol cluster. At E13.5, the sorted cells map to the HB cluster, to the cells moving towards the Chol cluster and to the Chol cluster. Sorted cells no longer map to the Hep cluster, which may indicate that hepatocyte-committed hepatoblasts do not express the Liv2 epitope at E13.5.

To define embryonic liver progenitor populations, we performed dimensionality reduction using t-distributed stochastic neighbour embedding (tSNE) analysis on all 653 cells (Fig. 5B). This identified three distinct progenitor populations, which were confirmed by Louvain clustering. These three clusters signified biological differences, as each cluster contained cells from each biological replicate. 

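The cluster of each cell was rebuilt from the deposited normalised values with the settings in the paper's methods, namely 20 principal components, 15 nearest neighbours and Louvain clustering at resolution 0.05. This gave 3 clusters, of 376, 216 and 61 cells. Each was matched to the cluster of the paper whose named markers ranked highest in it, which assigned cluster 1 to HB, cluster 2 to Chol and cluster 3 to Hep. They are referred to by number, since a match to a name does not fix a cell type. All 653 cells kept their cluster with 30 neighbours, with 10 or 50 components and at resolution 0.02. The number of clusters was 5 with 10 neighbours or at resolution 0.1 and 7 at resolution 0.2. It moved most at resolution 0.5, chosen after the data had been seen, where there were 12. Leiden clustering at the same resolution gave 4 clusters, of 359, 216, 61 and 17 cells, and so did raw counts without batch correction. No tSNE was computed.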

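Which library pool belongs to which biological replicate is not given in the sample labels, so cells were counted by pool. Cluster 1 held 95, 75, 74, 71 and 61 cells of pools 1, 2, 3, 4 and 5. Cluster 2 held 37, 38, 51, 54 and 36 cells of these pools. Cluster 3 held 2, 36, 8, 6 and 9. Cluster 3 thus took between 1.49% of the 134 cells of pool 1 (95% interval 0.181 to 5.29) and 24.2% of the 149 cells of pool 2 (17.5 to 31.8), intervals that do not overlap.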

The biological differences were confirmed by the expression of distinct marker genes (Fig. 5B, Fig. S5A, Table S2). The cell type identity of each cluster was assigned based on examining marker genes and comparing them with publicly available gene expression patterns in human or mouse liver (Broutier et al., 2017; Camp et al., 2017; Yang et al., 2017). We found that the three clusters corresponded to proliferating hepatoblasts (HBs), hepatocyte-like progenitors (Heps) and cholangiocyte-like progenitors (Chols), which express higher levels of representative markers. 

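Lists of cell type markers were fixed before the data were examined. Of 14 hepatoblast genes, 12 were highest in cluster 3 and 2 in cluster 1, and the list summed to 9313 RPM in cluster 3, 576 in cluster 1 and 39.9 in cluster 2. Of 9 cholangiocyte genes with reads, 7 were highest in cluster 1, 2 in cluster 3 and 0 in cluster 2, with sums of 289, 193 and 3.72 RPM. *Epcam* is in both lists. The order of the cholangiocyte genes varied between library pools. Among the 7 genes, the lowest log2 ratio of cluster 1 to the highest other cluster in a pool was 1.70 for *Krt19*. It was negative for *Cldn4* (-13.8), *Epcam* (-12.4), *Cftr* (-4.23), *Krt7* (-1.46), *Spp1* (-1.46) and *Sox9* (-0.62). Of 19 erythroid genes with reads, 17 were highest in cluster 2 and 2 in cluster 1, and their sum was 10319 RPM in cluster 2, 360 in cluster 1 and 158 in cluster 3. All 6 leukocyte genes were highest in cluster 2 (539 RPM, against 4.59 and 2.17 in clusters 1 and 3). All 14 mesenchymal genes with reads were highest in cluster 1 (4337, against 216 and 110 in clusters 2 and 3). The same held for 4 of 5 mesothelial genes (450, against 55.2 and 70.1), with *Podxl* highest in cluster 2. All 8 endothelial genes (444, against 65.0 and 3.74), all 6 neural genes with reads (8.44 and 8.39 in clusters 2 and 3) and all 3 heart muscle genes with reads (90.1, against 0.903 and 0.572) were highest in cluster 1. Some of these genes also helped to build the clusters, and several appear in the heat maps of Fig. S5A,D. With the clusters rebuilt without any of the listed genes, 0 leukocyte genes were highest in the cluster matched to Chol and 5 endothelial genes in that matched to HB, beside a further cluster of 23 cells.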

The HB cluster contained *Id3*, *Mdk* and *Gpc3*, all described as hepatoblast markers (Su et al., 2017; Yang et al., 2017), while the Hep cluster contained *Ttr*, *Alb*, *Apoa1*, *Apoa2* and *C3*, all known hepatocyte markers, and the Chol cluster expressed the ductal cell genes *Car2*, *Cd44* and *Bcl11a* (Yang et al., 2017) (Fig. 5B, Table S1). 

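Of the 11 markers, 10 were highest in the cluster matched to the one the paper names. The match was made with these same markers, which favours a high count, so it is no separate evidence for the names. Log2 ratios are those of a cluster to the highest other cluster. *Id3* (ENSMUSG00000007872, chromosome 4, 136143497 to 136145755, GRCm38) was at 2491 RPM in cluster 1 (95% Poisson interval 2486 to 2496) and 918 in cluster 3, a log2 ratio of 1.44 that lay between 1.12 and 2.28 within the library pools. *Mdk* (ENSMUSG00000027239, chromosome 2, 91929805 to 91932297) was at 5781 in cluster 1 and 3020 in cluster 3, with a log2 ratio of 0.94. *Gpc3* (ENSMUSG00000055653, chromosome X, 52272426 to 52613950) was at 978 in cluster 1 (975 to 981) and 1156 in cluster 3 (1148 to 1163). The log2 ratio of cluster 3 to cluster 1 for *Gpc3* was 0.24 and ranged from -0.15 to 0.73 over the 4 pools with at least 5 cells of cluster 3, so the order was not the same in each pool. The 5 hepatocyte markers had log2 ratios in cluster 3 from 6.26 for *C3* to 9.77 for *Apoa2*, and within pools the ratio of *C3* was 4.03 or more. *Ttr* (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321) was at 2596 RPM in cluster 3 and 7.54 in cluster 1. *Car2* (ENSMUSG00000027562, chromosome 3, 14886273 to 14900770) was at 2847 in cluster 2 (2840 to 2853) and 19.8 in cluster 1, a log2 ratio of 7.17, and 6.31 or more in each pool. *Cd44* (ENSMUSG00000005087, chromosome 2, 102811141 to 102901665) had a log2 ratio of 4.66, from 190 RPM in cluster 2 against 7.55. *Bcl11a* (ENSMUSG00000000861, chromosome 11, 24078056 to 24174123) was at 131 in cluster 2 and 65.3 in cluster 1, a log2 ratio of 1.00 that fell to 0.24 in the lowest pool. *Id3*, *Gpc3*, *Ttr*, *Alb*, *Apoa1*, *Apoa2* and *Car2* were among the genes from which the clusters were built. After 41 named and marker genes were removed from the table, clustering gave 376, 193, 61 and 23 cells, and the *Cd44* log2 ratio of the cluster matched to Chol became -2.75.

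**Figure D1:**
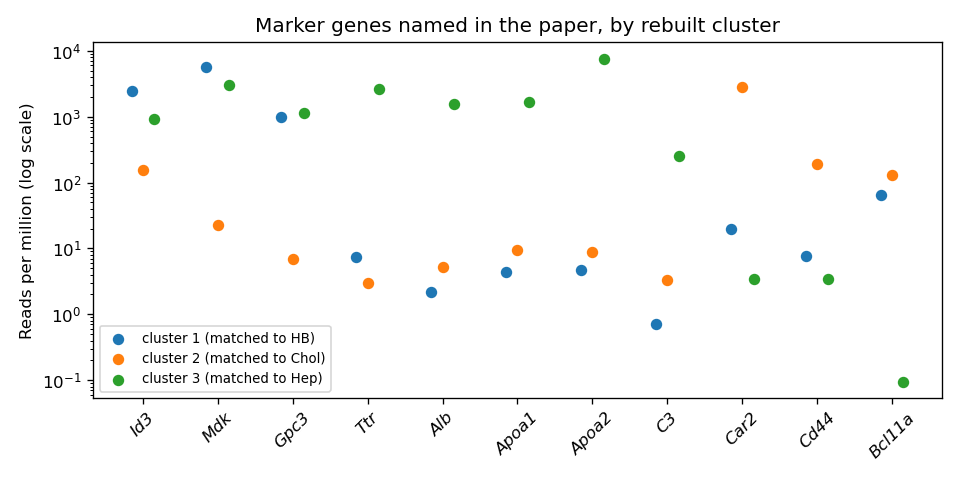
Levels in RPM (log axis) of the 11 marker genes named in the paper, in the summed cells of cluster 1 (matched to HB, blue), cluster 2 (matched to Chol, orange) and cluster 3 (matched to Hep, green). Each point is 1 gene in 1 cluster, and *Gpc3* is the gene whose highest point is not in the matched cluster.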

Of note, within the E10.5 Chol cluster we found two sub-clusters (Table S2, part 7). 

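The 216 cells of cluster 2 were clustered again at resolution 0.5, as in the methods, over both stages, which gave 4 sub-clusters of 116, 62, 23 and 15 cells. Resolution 0.3 also gave 4 sub-clusters and resolution 0.8 gave 5. With the 42 E10.5 cells alone, an alternative fixed beforehand, there were 2 sub-clusters, of 30 and 12 cells. *Klf1* was at 1025 RPM in the former and 14.6 in the latter, while *Gata1* was at 347 and 583. Of the 42 cells, 0 had more than 10 *Lgr5* reads. In the clustering over both stages, the 62-cell sub-cluster was led by *Sox6* and by the globin gene *Hba-a1*, at 407 and 4347 RPM. The sub-cluster of 23 cells, all from E13.5, was led by *Cd86*, *Fcgr3* and *Ptprc*, at 549, 475 and 211 RPM. The 15-cell sub-cluster, with 12 cells of E10.5, was led by *Tubb1* and *Mpig6b*, at 365 and 229 RPM.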

As well as identifying known cholangiocyte and hepatocyte markers, new markers for these clusters were also revealed by our analysis (Fig. S5A, Table S2).

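The genes that lead each cluster were ranked by the ratio of their RPM to the highest other cluster, among genes with at least 3 reads in at least 50% of its cells and a ratio above 1 in every library pool with at least 5 of its cells. Cluster 1 was led by *Crabp1* (log2 ratio 9.73), followed by *Ptn*, *Sfrp1*, *Igfbp5*, *Mest*, *6330403K07Rik*, *Cdh11*, *Ncam1*, *Epha4* and *Col3a1* (5.67). Cluster 2 was led by *Ermap* (10.29), followed by *Gfi1b*, *Ctse*, *Mir142hg*, *Rhag*, *Gata1*, *Rac2*, *Ikzf1*, *Cited4* and *Kcnn4* (9.00). Cluster 3 was led by *Fgb* (11.67), followed by *Shbg*, *Serpina6*, *A1cf*, *Fgg*, *Apoa2*, *Apom*, *Serpina1b*, *Foxa3* and *Fga* (9.00). *Crabp1* (ENSMUSG00000032291, chromosome 9, 54764748 to 54773110) was at 559 RPM in cluster 1, *Ermap* (chromosome 4, 119175457 to 119190011) at 797 in cluster 2 and *Fgb* (chromosome 3, 83040141 to 83049863) at 3143 in cluster 3. In the lowest pool, the log2 ratio was 8.81 for *Crabp1*, 9.60 for *Ermap* and 9.71 for *Fgb*. *Ncam1* in cluster 1, *Gfi1b*, *Mir142hg*, *Rhag*, *Ikzf1*, *Cited4* and *Kcnn4* in cluster 2, and *Shbg*, *Fgg*, *Serpina1b*, *Foxa3* and *Fga* in cluster 3 were not among the genes used for clustering, so their levels are not circular in that sense.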

To establish developmental trajectories between the different cells of the three clusters, we calculated diffusion maps and diffusion pseudotime. This analysis revealed a developmental trajectory originating from the HB cluster, which bifurcated towards either the Hep cluster or Chol cluster (Fig. 5C). 

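Diffusion pseudotime was computed on the deposited normalised values with a Gaussian kernel over all cells, whose width was set by the 100 nearest neighbours. The methods do not fix every detail of the kernel, and this form was chosen after 3 forms had been run. The root was the end cell of diffusion component 1 that lay in cluster 1, so cluster 1 was made the start by construction. With 30 neighbours, and with each kernel limited to the nearest neighbours or built by UMAP, all chosen after the data had been seen except the 30 neighbours, the end of component 1 away from cluster 2 lay in cluster 3 instead. Median pseudotime was 0.0705 in cluster 1 (quartiles 0.0488 and 0.0969), 0.228 in cluster 3 (0.224 and 0.233) and 0.903 in cluster 2 (0.775 and 0.950). Within the pools, medians lay between 0.0606 and 0.100 in cluster 1 and between 0.881 and 0.926 in cluster 2. For cluster 3 they lay between 0.225 and 0.230 in the 4 pools with at least 5 of its cells. The order of clusters 3 and 2 changed with 30 neighbours, where medians were 0.201, 0.894 and 0.876 in clusters 1, 3 and 2. With the kernel limited to the 100 nearest neighbours, cluster 3 came before cluster 1 (0.0984 and 0.128).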

We found the HB cluster contained a higher proportion of cells in G2M phase, indicating an increased number of proliferative cells (Fig. 5C, Fig. S5B). 

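Phases were assigned by cyclone, which compares the levels of pairs of cell cycle genes within a cell. In cluster 1, 109 of 376 cells were in G2M, a share of 29.0% (95% interval 24.5 to 33.9). In cluster 2 the share was 9.26% (20 of 216 cells, 5.75 to 13.9) and in cluster 3 it was 3.28% (2 of 61 cells, 0.400 to 11.3). The interval of cluster 1 does not overlap those of the other clusters, while the intervals of clusters 2 and 3 overlap. With each cell thinned to 100000 reads, the shares were 29.8%, 10.6% and 4.92% in clusters 1, 2 and 3. Counting cells with more than 10 reads of the proliferation marker *Mki67* instead gave 47.9%, 79.6% and 57.4%. *Mki67* (ENSMUSG00000031004, chromosome 7, 135689784 to 135716361) was at 206 RPM in cluster 1, 444 in cluster 2 and 196 in cluster 3. The order of clusters 1 and 2 by *Mki67* was therefore opposite to that by G2M phase.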

When analysing the lineage trajectories, we took advantage of the Lgr5-EGFP-IRES-creERT2 mouse line (Barker et al., 2007), which enabled us to identify cells that expressed *Lgr5* RNA via sequencing and determine whether they were GFP^+^ during FACS (Fig. 5D,E). As the GFP protein is more stable than the transcript, we used the comparison between the Lgr5-GFP^+^ sorted cells and the cells expressing *Lgr5* transcript as a proxy to identify the immediate descendants of Lgr5^+^ cells in the scRNA-seq population. 

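*Lgr5* (ENSMUSG00000020140) lies on chromosome 10 of GRCm38, from 115450311 to 115587780. As in the methods, a cell was called Lgr5+ when it had more than 10 *Lgr5* reads. This held for 5 of 203 E10.5 bulk cells (2.46%, 95% interval 0.804 to 5.65) and 62 of 211 E10.5 Lgr5-GFP+ cells (29.4%, 23.3 to 36.0), a difference larger than counting error. At E13.5 it held for 1 of 159 bulk cells (0.629%, 0.0159 to 3.45) and 3 of 80 Lgr5-GFP+ cells (3.75%, 0.780 to 10.6), whose intervals overlap. By library pool, the share of E10.5 bulk cells lay between 0% (0 of 41 in pool 2, which allows up to 7.32%) and 4.88%, and that of E10.5 Lgr5-GFP+ cells was 2.22% in pool 1 and between 23.4% and 50% in the other pools. The E10.5 Lgr5-GFP+ share therefore exceeded the bulk share in pools 2 to 5 but not in pool 1, and was 36.7% without pool 1. Counting any read moved the shares most, to 18.7% of E10.5 bulk and 53.1% of E10.5 Lgr5-GFP+ cells. Of all 71 Lgr5+ cells, 46 lay in cluster 1 (64.8%, 52.5 to 75.8), 23 in cluster 3 (32.4%, 21.8 to 44.5) and 2 in cluster 2 (2.82%, 0.343 to 9.81). The 5 Lgr5+ E10.5 bulk cells were all in cluster 1.

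**Figure D2:**
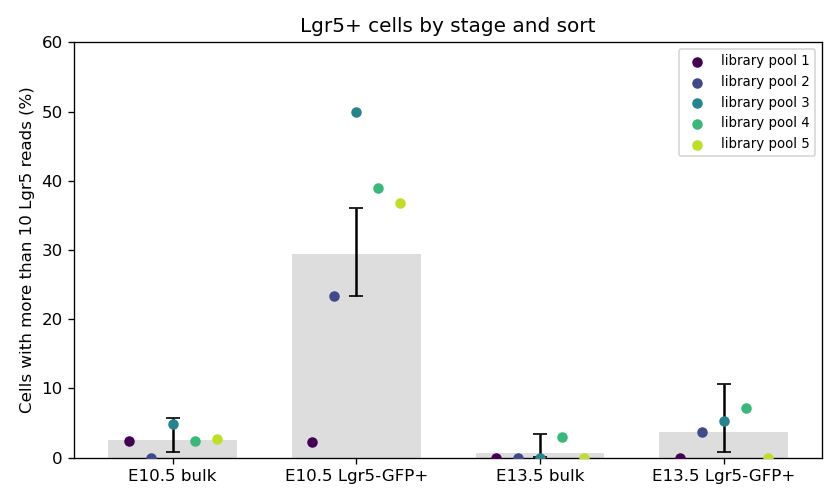
Percentage of cells with more than 10 *Lgr5* reads in each group of stage and sort. Bars show the share over all cells of a group with its exact 95% interval, and points show the 5 library pools. Points of E10.5 Lgr5-GFP+ cells spread from 2.22% in pool 1 to 50% in pool 3.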

Notably, most of the Lgr5^+^ cells mapped to the HB cluster, representing 2% of the total number of Liv2^+^ hepatoblasts at E10.5 (Fig. S5C). 

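Cells of cluster 1 were divided into 4 equal parts of 94 cells by pseudotime, and *Lgr5* was read in each. From the earliest to the latest part, 19, 5, 15 and 7 cells were Lgr5+ (20.2%, 5.32%, 16.0% and 7.45%). The summed *Lgr5* level in these parts was 23.0, 5.81, 47.7 and 28.8 RPM. Neither measure fell steadily, and the parts also differed in sort, with 58, 31, 50 and 76 Lgr5-GFP+ cells. With the range of pseudotime divided into 3 equal parts, 43 cells outside cluster 3 lay in the middle part, a definition of the transition to cluster 2 made after the data had been seen, and 2 of them were Lgr5+. No comparable interval was defined between clusters 1 and 3.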

Interestingly, we observed that, as cells exit the HB cluster and become committed to either of the two epithelial lineages, *Lgr5* transcript levels decrease (Fig. 5D, black arrows). Many of these transitioning cells (Fig. 5E, black arrows) were negative for *Lgr5* transcript but positive for GFP, indicating that these cells have only recently reduced *Lgr5* levels as the GFP protein has not yet degraded and so can be considered immediate descendants of the Lgr5^+^ pool. 

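In the middle part of pseudotime outside cluster 3, 42 of the 43 cells belonged to cluster 2 and 1 to cluster 1. No *Lgr5* read was present in 30 of them, and 41 were not Lgr5+. The Lgr5-GFP+ sort contributed 2 cells of E10.5 and 16 of E13.5, of which all 2 and 15, respectively, were not Lgr5+. More than 10 reads on at least 3 erythroid genes other than globins were found in 24 of the 43 cells, on at least 3 leukocyte genes in 19 and on at least 3 cholangiocyte genes in 0. Defined as pseudotime between 0.25 and 0.75, the interval held 51 cells, and defined by the middle part of diffusion component 1 it held 41. GFP protein was read by the sorter, and its intensity in single cells was not analysed here.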

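*Lgr5* was at 96.1 RPM in cluster 3 (95% Poisson interval 93.9 to 98.4), 26.7 in cluster 1 (26.2 to 27.2) and 1.62 in cluster 2 (1.46 to 1.78). Cells with more than 10 reads made up 37.7% of cluster 3 (23 of 61, 25.6 to 51.0), 12.2% of cluster 1 (46 of 376, 9.10 to 16.0) and 0.926% of cluster 2 (2 of 216, 0.112 to 3.30). Median depth was alike, at 1246010, 1221595 and 1142337 reads per cell. At least 1 read was present in 42 cells of cluster 2. Among E10.5 Lgr5-GFP+ cells alone, the level was 106 RPM in cluster 3 and 51.3 in cluster 1. Their shares of Lgr5+ cells were 41.1% (28.1 to 55.0) and 25.5% (18.8 to 33.2), and these intervals overlap. Over all cells of pools 2, 3, 4 and 5, the level was 107, 90.0, 129 and 52.4 in cluster 3. It was 14.2, 50.3, 35.5 and 33.6 in cluster 1, so the direction was the same in each. In pool 1, which held 2 cells of cluster 3, it was 0 and 4.74. Among the 5 E10.5 bulk cells of cluster 3, 0 were Lgr5+. Their level was 0.146 RPM, against 3.44 in the E10.5 bulk cells of cluster 1, so the direction was opposite in these few cells.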

Finally, once cells have transitioned to the Hep cluster, *Lgr5* is upregulated, while *Lgr5* expression is not reinitiated in the Chol cluster.

Segregation of the data by embryonic stage shows that E10.5 cells contribute to the HB cluster, the intermediate cells that are moving from the HB cluster towards the Hep cluster, the Hep cluster and cells located at the far end of the Chol cluster (Fig. 5F). 

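Of the 414 E10.5 cells, 311 lay in cluster 1 (75.1%, 95% interval 70.7 to 79.2), 61 in cluster 3 (14.7%, 11.5 to 18.5) and 42 in cluster 2 (10.1%). Bulk cells made up 40 of the 42 cells in cluster 2, or 19.7% of E10.5 bulk cells (14.5 to 25.9), against 0.948% of E10.5 Lgr5-GFP+ cells (0.115 to 3.38). Conversely, 56 of the 61 cells in cluster 3 were Lgr5-GFP+, or 26.5% of that group (20.7 to 33.0), against 2.46% of bulk cells. Over the pools, the share of E10.5 bulk cells in cluster 2 ranged from 2.38% in pool 1 to 40.5% in pool 4. The share of E10.5 Lgr5-GFP+ cells in cluster 3 was 72.3% in pool 2 and between 2.22% and 21.1% in the others, and it fell to 13.4% without pool 2. E10.5 bulk cells of cluster 2 had a median pseudotime of 0.856 (quartiles 0.714 and 0.913).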

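At E10.5, 10 of 203 bulk cells lay in the middle part of pseudotime outside cluster 3 (4.93%, 95% interval 2.39 to 8.87). The share was 4.93% by diffusion component 1 and 5.42% for pseudotime between 0.25 and 0.75. All 10 cells belonged to cluster 2 and had more than 10 reads on at least 3 erythroid genes other than globins.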

At E10.5, though, we find very few cells in the transition between the HB and Chol clusters. However, some of them were Lgr5GFP^+^ that had downregulated *Lgr5* transcript, suggesting that they were immediate descendants of the E10.5 Lgr5^+^ HB cluster cells. 

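Among E10.5 Lgr5-GFP+ cells, 2 of 211 lay in the middle part of pseudotime (0.948%, 95% interval 0.115 to 3.38). Neither had an *Lgr5* read. Their median pseudotime was 0.533, and both had more than 10 reads on at least 3 erythroid genes other than globins. Both fell in the 12-cell sub-cluster of the E10.5 cells of cluster 2, where *Klf1* was at 14.6 RPM, against 1025 in the other. Among the genes leading that sub-cluster were *Pf4*, *Tubb1* and *Mpig6b*, at 14152, 330 and 189 RPM. The count of erythroid genes therefore does not fix the class of these cells. With 2 cells, no trend within this group can be read.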

Cells occupying this intermediate space were readily identified at E13.5, the majority of which also appear to have recently downregulated *Lgr5*, again indicating that they were immediate descendants of the Lgr5^+^ cells of the HB cluster. This implies that the proliferating Lgr5^+^ hepatoblasts do indeed give rise to cholangiocytes at E10.5, but with a higher proportion at E13.5. 

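At E13.5, 15 of 159 bulk cells (9.43%, 95% interval 5.38 to 15.1) and 16 of 80 Lgr5-GFP+ cells (20%, 11.9 to 30.4) lay in the middle part of pseudotime. The interval of the E13.5 Lgr5-GFP+ cells does not overlap that of the E10.5 Lgr5-GFP+ cells, whereas the intervals of bulk cells at the 2 stages overlap. *Lgr5* was not detected in 12 of the 15 bulk cells and in 8 of the 16 Lgr5-GFP+ cells, and 1 cell of each sort was Lgr5+. Among the 15 bulk cells, 7 had at least 3 erythroid and 11 at least 3 leukocyte genes with more than 10 reads. The numbers were 5 and 8 among the 16 Lgr5-GFP+ cells, and 3 of these had at least 3 endothelial genes.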

Intriguingly, E13.5 cells (both Lgr5GFP^+^ and bulk) contributed significantly to the Chol cluster, but we did not find E13.5 cells that mapped to the Hep cluster (Fig. 5F, Fig. S5D). This result was in striking disagreement with our knowledge of liver development and our E13.5 lineage-tracing results from the *Lgr5-IRES-CreERT2* allele, which provided evidence that E13.5 Lgr5^+^ tracing results in labelling of only hepatocytes (Fig. S1B). This indicates that, at E13.5, cells committed to a hepatocyte fate are indeed present and express *Lgr5*. 

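Of 159 E13.5 bulk cells, 156 lay in cluster 2 (98.1%, 95% interval 94.6 to 99.6) and 3 in cluster 1. Of 80 E13.5 Lgr5-GFP+ cells, 62 lay in cluster 1 (77.5%, 66.8 to 86.1) and 18 in cluster 2 (22.5%, 13.9 to 33.2). No E13.5 cell lay in cluster 3. These are 0 of 239 cells, which allows a share of up to 1.26%. By sort, 0 of 80 Lgr5-GFP+ cells allows up to 3.75%, below the interval of the E10.5 Lgr5-GFP+ share in that cluster, whereas 0 of 159 bulk cells allows up to 1.89%, within the interval of the E10.5 bulk share (0.804 to 5.65). In each pool, at least 97.0% of E13.5 bulk cells were in cluster 2. For E13.5 Lgr5-GFP+ cells this ranged from 1 of 27 in pool 2 (3.70%) to 4 of 7 in pool 5 (57.1%).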

Our interpretation of this discrepancy between the lineage-tracing and the scRNA-seq data is that the cells along the hepatocyte trajectory from E13.5 no longer express the epitope for the anti-Liv2 antibody used during FACS, and thus were not subject to sequencing.

Together, our scRNA-seq analysis suggested that the E10.5 embryonic liver harbours distinct subpopulations of liver progenitors that co-exist within the hepatoblast pool; an Lgr5^+^ subpopulation that contributes to both hepatocytes and cholangiocytes, and a previously unrecognized subpopulation of cells that has already downregulated *Lgr5* and started its specification to cholangiocyte fate.

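Within E10.5 alone, 44 of 311 cells of cluster 1 were Lgr5+ (14.1%). The same 23 of 61 cells were Lgr5+ in cluster 3, which is made up of E10.5 cells. In the E10.5 cells of cluster 2, 0 of 42 were Lgr5+, which allows a share of up to 7.14%, and 8 had at least 1 *Lgr5* read. Their summed level was 0.170 RPM (0.0776 to 0.322), against 27.1 in the E10.5 cells of cluster 1 (26.6 to 27.6). At least 3 erythroid genes other than globins had more than 10 reads in every E10.5 cell of cluster 2. These were 40 of 40 bulk cells and 2 of 2 Lgr5-GFP+ cells. At least 3 cholangiocyte genes, or at least 3 hepatoblast genes, had more than 10 reads in 0 of these 42 cells. The paper orders the 3 clusters along a trajectory from HB, reads cells that are GFP+ without *Lgr5* transcript as recent descendants of Lgr5+ cells, and assigns E10.5 Chol cells to an early ductal commitment. From these observations, it proposes that Lgr5+ hepatoblasts with both fates and a population already on the way to cholangiocytes are present together at E10.5.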

### Lgr5 marks the apex cells within an E9.5 heterogeneous hepatoblast pool

Our lineage-tracing and single cell RNA-sequencing data showed that Lgr5 labels bipotent hepatoblasts that differentiate towards hepatocyte or cholangiocyte fates. This is indicative of a hepatoblast hierarchy, and suggested Lgr5 as a potential marker of cells at its apex. Quantifying the number of tracing events as well as their contribution to the postnatal tissue provides information on the potency and commitment of a given population in the developing tissue. To determine whether Lgr5^+^ cells reside at the apex of a developmental hierarchy, we reasoned that the cell composition of their clonal progeny must reflect quantitatively the corresponding proportions in tissue. Therefore, we quantified the proportion of labelled hepatocytes and cholangiocytes following lineage tracing from *Lgr5-IRES-CreERT2* at E9.5 (Fig. 6A) and compared the proportions with the representative homeostatic distributions (Fig. 6B). We found that the homeostatic proportion of hepatocytes and cholangiocytes in the mouse postnatal liver is 96.6±0.6% and 3.4±0.6%, respectively (Fig. S6A-C, Table S1, part 4), consistent with previous reports in rats (Blouin et al., 1977). Remarkably, we found that lineage tracing with *Lgr5-IRES-CreERT2* at E9.5 resulted in labelled cells in which 96.7±0.5% were hepatocytes and 3.3±0.5% were cholangiocytes: the same proportions as the homeostatic liver (Fig. 6C). Therefore, although we cannot altogether rule out the potential parallel contribution of an Lgr5^−^ cell lineage that produces differentiated progeny in proportions representative of tissue, these results strongly suggest that Lgr5 expression marks hepatoblasts that constitute the apex of the differentiation hierarchy.

**Fig. 6.**
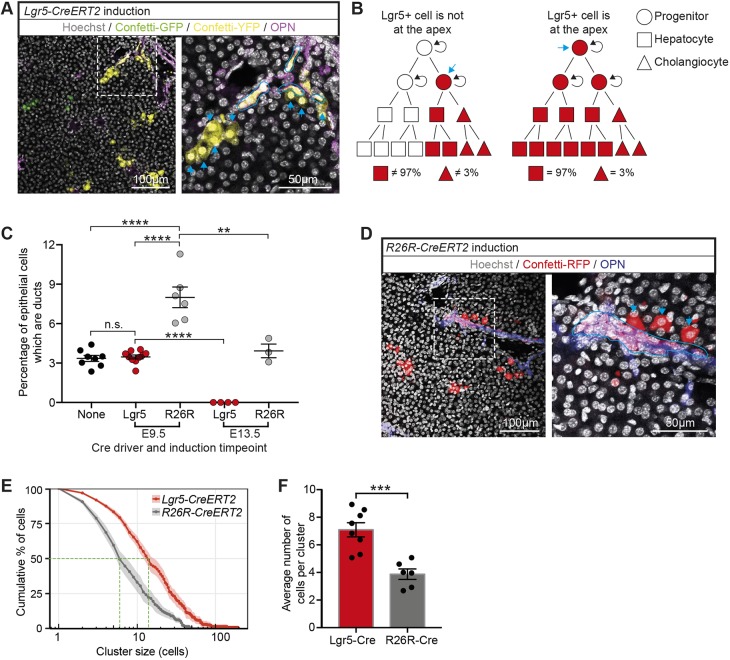
**Lgr5^+^ hepatoblasts are at the apex of the hepatoblast hierarchy.** (A-F) Embryos expressing either the Lgr5-Cre (*Lgr5-IRES-CreERT2*) or the ubiquitous Cre (*R26R-CreERT2*) were induced at E9.5 or E13.5 in order to lineage trace the early hepatoblast pool. (A) Representative images of Confetti-labelled descendants following tamoxifen induction in *Lgr5-IRES-CreERT2;R26R-Confetti* embryos at E9.5 and liver collection at P17. The magnified area highlights cholangiocytes (osteopontin, purple) outlined in blue. Arrows indicate hepatocyte clones of the same colour (yellow) as the adjacent ductal clone marked by OPN, thus indicating that they share a clonal origin. (B) Schematic displaying the possible outcomes of labelled proportions following lineage tracing of Lgr5^+^ cells at E9.5 depending on where Lgr5^+^ cells are in the hepatoblast hierarchy (indicated with a blue arrow). If E9.5 Lgr5^+^ hepatoblasts are at the apex of the hepatoblast hierarchy, it is expected that their contribution to the postnatal liver will recapitulate the homeostatic proportions of hepatocytes and ductal cells (97% versus 3%) as detailed in Fig. S6D. In the left panel, Lgr5^+^ cells (blue arrow) are not at the apex; hence, the homeostatic proportions are not achieved. By contrast, in the right panel, Lgr5^+^ cells are at the apex and therefore generate the homeostatic proportions. (C) Quantification of labelled epithelial cells following induction at E9.5 from *Lgr5-IRES-CreERT2* shows that 3.5%±0.5% were ductal, which is equivalent to the homeostatic proportion of ductal cells in the postnatal liver (no Cre driver). In contrast, the proportion of labelled ductal cells using *R26R-CreERT2* at E9.5 to drive labelling was significantly higher. At E13.5, lineage tracing from the *Lgr5-IRES-CreERT2* allele resulted in no labelled ductal cells, whereas induction from the *R26R-CreERT2* allele at E13.5 resulted in the homeostatic proportion (data are mean±s.e.m., each data point represents an individual liver). Analysis of postnatal livers was conducted at time-points P0-P30; later time-points were not considered to prevent homeostatic cellular turnover confounding the data. **P<0.01; ****P<0.0001. (D) Representative images of Confetti-labelled descendants following tamoxifen induction of *R26R-CreERT2;R26R-Confetti* embryos at E9.5 with liver collection at P14. (E) Cumulative distribution of cluster size frequency at P14-P30, comparing labelled clusters derived from Lgr5^+^ cells (*Lgr5-IRES-CreERT2*) and the bulk population (*R26R-CreERT2*) induced at E9.5 (mean±s.e.m., *n*≥6). Tracing from Lgr5^+^ cells results in larger clusters than tracing from the bulk population (F), suggesting that Lgr5^+^ cells have greater proliferative potential than the bulk population at E9.5 (data are mean±s.e.m.; ***P<0.001).

When analysing our scRNA-seq data, we found that, at E10.5, there were cholangiocyte-like cells that did not express Lgr5, suggesting that there were cholangiocyte-committed hepatoblasts even at this very early time-point. To formally investigate whether this was a genuine functional heterogeneity or was only reflecting transcriptional heterogeneity at this time-point, we turned to a second lineage tracing strategy using a ubiquitous and unbiased driver: the *R26R-CreERT2* allele. Lineage tracing from *R26R-CreERT2* will label all cell types in the developing liver, including Lgr5^+^ and Lgr5^−^ hepatoblasts. No labelling was detected in non-induced mice (Fig. S2D); therefore, labelled hepatocytes and cholangiocytes in postnatal livers will represent descendants of any hepatoblasts labelled at E9.5 (Fig. 6D). Strikingly, when labelled with the unbiased *R26R-CreERT2* allele at E9.5, we found a significantly higher proportion of labelled cholangiocytes compared with the homeostatic proportion (*R26R-CreERT*, 7.7±1.9% cholangiocytes versus 3.3±0.5% with *Lgr5-IRES-CreERT2*) (Fig. 6C). These results were confirmed using two independent multicolour R26R-reporter alleles (R26R-Confetti and R26R-Rainbow) (Table S1, part 1). These findings are in agreement with our scRNA-seq data, in which we had observed that E10.5 hepatoblasts were already committed to a cholangiocyte fate.

In contrast to induction at E9.5, Cre induction from the *R26R-CreERT2* allele at E13.5 gave rise to labelled hepatocytes and cholangiocytes in homeostatic proportions (Fig. 6C, Table S1, part 2), whereas lineage tracing from the *Lgr5-IRES-CreERT2* allele at E13.5 gave rise solely to labelled hepatocytes (Fig. 6C), suggesting that Lgr5^+^ cells lose their bipotency and position in the hierarchy during developmental progression. These results indicate that hepatoblasts are not only heterogeneous in progenitor potential but their competence to generate hepatocytes and cholangiocytes changes between E9.5 and E13.5.

In addition to the identity of labelled cells, the size of labelled clusters generated from the *Lgr5-IRES-CreERT2* and *R26R-CreERT2* alleles was quantified as a proxy for the proliferative potential of the initially labelled hepatoblast. We found that tracing with the *Lgr5-IRES-CreERT2* allele at E9.5 gave rise to larger clusters of labelled cells than tracing with the *R26R-CreERT2* allele (Fig. 6E,F). The larger cluster sizes from Lgr5^+^ hepatoblasts indicate that these cells have a greater proliferative potential than, and a developmental advantage over, the bulk hepatoblast population, again suggestive of their position at the apex of the hepatoblast hierarchy.

Our combined findings lead us to conclude that the E9.5 hepatoblast population is indeed functionally heterogeneous, with Lgr5^+^ hepatoblasts residing at the apex of the E9.5 hierarchy and a population of non-Lgr5^+^ hepatoblasts exhibiting a previously unidentified early commitment to the cholangiocyte fate.

## DISCUSSION

The Wnt target gene *Lgr5* (leucine-rich-repeat-containing G-protein-coupled receptor 5) has been described as a marker of stem cells in non-damaged, self-renewing tissues, such as the intestine, stomach and hair follicles, as reviewed by Barker et al. (2010). In the adult liver, Lgr5 is expressed at low levels during homeostasis. However, upon damage, Lgr5 becomes highly upregulated in a subset of cells, which contributes to the regeneration of the tissue. Similarly, Lgr5 is also upregulated in homeostatic liver ductal cells when cultured as self-renewing bipotential liver organoids (Huch et al., 2013). Here, we have found that Lgr5 marks a previously unknown, bipotent, Lgr5^+^ population that resides at the apex of an E9.5 heterogeneous hepatoblast pool.

To date, bipotentiality of hepatoblasts has only been shown at the population level (Yanagida et al., 2016). However, at least *in vivo*, there has been no experimental proof regarding bipotentiality of individual hepatoblast cells. A recent report showed that a labelled Foxa2^+^ definitive endoderm cell induced at E7.75 gives rise to cells moving towards hepatocyte and cholangiocyte fates at E16.5, suggesting that, at least before hepatic specification at E7.75, the definitive endoderm progenitors are multipotent (El Sebae et al., 2018). Similarly, *in vitro*, Dlk^+^ embryonic liver cells at E14.5 were found to express markers of both hepatocyte and cholangiocyte lineages (Tanimizu et al., 2003), again suggestive of the bipotent nature of hepatoblast cells. However, formal proof of bipotential hepatoblasts *in vivo* has not yet been provided. Here, using lineage tracing with a multicolour reporter, we unequivocally demonstrate that E9.5 Lgr5^+^ hepatoblasts are indeed bipotent *in vivo*, as single clones consisting of cholangiocytes and hepatocytes are present at the portal triad (Fig. 3B-D, Fig. 6A). Whether Lgr5^+^ E9.5 hepatoblasts directly give rise to hepatocytes and cholangiocytes or whether a fraction passes through a ductal-like precursor state, as suggested in a recent study (Carpentier et al., 2011), remains an interesting and unresolved issue.

Alongside bipotent clones, we also found clones formed of hepatocytes without cholangiocytes throughout the liver, including in the portal region (zone 1). This can have two possible explanations: either a subset of Lgr5^+^ cells is unipotent for hepatocyte fate and others are bipotent or, alternatively, all the Lgr5^+^ cells harbour, but may not exploit, multilineage potential. The first option (only a subset is bipotent) implies that there is engrained heterogeneity within the Lgr5^+^ population regarding their potentiality. In that regard, our single cell RNA-seq data, where we find Lgr5^+^ cells in both the hepatoblast and the hepatocyte clusters, suggest that this could indeed be a plausible scenario. Alternatively, one could hypothesise that all the Lgr5^+^ cells are bipotent but depending on external signals received according to the specific position of the original Lgr5^+^ progenitor cell, they may differentiate into one or two cell types. This implies that developmental stage and local environment could be crucial in defining the final fate of a given Lgr5^+^ hepatoblast. In this regard, the fact that embryonic Lgr5^+^ cells isolated by FACS and cultured *in vitro* were sensitive to the growth factors present in the culture medium, and committed either to the cholangiocyte or hepatocyte lineage according to media composition, would support this latter argument (Fig. 4). It is tempting to speculate that, by retaining Lgr5^+^ cells at defined positions during liver growth by maintenance of a specific local environment, differentiation into cholangiocytes would occur as daughter cells exited such a niche. This is consistent with current evidence of the discontinuous growth of the liver ductal network, as reviewed by Ober and Lemaigre (2018), although there is at present no direct evidence for a role of Lgr5^+^ cells in directing liver morphogenesis.

Interestingly, lineage tracing at E13.5 from the *Lgr5-IRES-CreERT2* allele resulted in labelling of only hepatocytes (Fig. 6C, Fig. S1B), whereas E13.5 lineage tracing from the *R26R-CreERT2* allele resulted in labelling of both hepatocytes and ductal cells in homeostatic proportions (96.4% and 3.6%, respectively). These results underline the continual shift in cell potency and cell surface marker expression throughout development of the liver and are consistent with other reports in which a single cell surface marker is not adequate to define a particular cell type (hepatoblast, hepatocyte or cholangiocyte) throughout the entirety of liver development (Tanaka et al., 2009). Instead, a set of two or more cell surface markers will have to be used to define each cell type at specific stages of development. In this regard we found that, although Liv2 is indeed a good marker of the hepatoblast pool at E10.5, it is not appropriate to identify unbiased hepatoblasts at E13.5, as it seems to mark hepatoblasts already biased towards ductal fate.

In contrast to the widely accepted view that differentiation of hepatoblasts into cholangiocytes occurs from E13.5 onwards (Gordillo et al., 2015), our results provide the functional demonstration that heterogeneity already exists at E9.5. Our scRNA-seq data show that, even as early as E10.5, there is heterogeneity within the hepatoblast population, with some cells already moving towards cholangiocyte or hepatocyte fates. We identify subpopulations of hepatoblasts that express Lgr5 while other subpopulations do not. Furthermore, some of these Lgr5^−^ cells already express markers of cholangiocyte fate. Consistent with the scRNA-seq data, our functional studies that fate map E9.5 liver progenitors using lineage tracing from either *Lgr5-IRES-CreERT2* or *R26R-CreERT2* demonstrate the existence of both Lgr5+ and Lgr5- hepatoblasts already at E9.5 (Fig. 6C). Importantly, induction of lineage tracing at E9.5 using *Lgr5-IRES-CreERT2*, but not *R26R-CreERT2*, resulted in labelled postnatal hepatocytes and cholangiocytes in homeostatic proportions (97% hepatocytes versus 3% cholangiocytes), implying that Lgr5^+^ cells behave functionally as a genuine bipotent hepatoblast and are indeed at the apex of the hepatoblast hierarchy. On the contrary, unbiased labelling using the *R26R-CreERT2* model gave rise to a higher proportion of cholangiocytes at E9.5, compared with the homeostatic or Lgr5^+^ descendants, arguing in favour of an already cholangiocyte-committed hepatoblast subpopulation, which is negative for Lgr5, in the E9.5 developing liver. This result suggests that E9.5 Lgr5^+^ cells are at the apex of their hierarchy, i.e. are bipotent and equipotent, and are able to give rise to lineage-restricted ductal progenitors that downregulate Lgr5 and expand in order to contribute to the postnatal ductal pool. Although our results demonstrate that Lgr5 expression overlaps with the apex of a hepatoblast pool, they do not show functionally that Lgr5 expression defines the apex of the hepatoblast pool. Lgr5 expression could be subject to local environmental factors and just mark a subpopulation of cells that receives high Wnt signalling. Then, one could speculate that Lgr5-negative hepatoblasts with the very same potency as the Lgr5^+^ hepatoblasts also reside at the apex of their own hierarchies. This implies that populations of equally potent hepatoblasts, some of which express Lgr5 and are bipotent, co-exist at this time-point in development. If these additional hepatoblasts populations indeed exist, the nature of their identity and bipotentiality are still issues that remain to be resolved.

In summary, using a combination of lineage-tracing, organoid cultures and scRNA-seq analysis, we show that the E9.5 hepatoblast pool is heterogeneous, not only at the RNA but also at the functional level. Within the different E9.5 hepatoblast subpopulations, we find that Lgr5 marks a previously unknown, bipotent, Lgr5^+^ population, which resides at the apex of its E9.5 hepatoblast hierarchy. Furthermore, we also describe a previously unidentified subpopulation of cholangiocyte-committed cells that do not express Lgr5. To our knowledge, this is the first report that recognizes the functional heterogeneity of the E9.5 hepatoblast pool and the first demonstration that *Lgr5* is a bona fide marker of early bipotent hepatoblasts in the developing liver. Our studies raise further questions about the nature of Lgr5 in liver development and liver morphogenesis. Wnt signalling has been implicated in liver growth (McLin et al., 2007; Micsenyi et al., 2004; Tan et al., 2008); however, its role in determining the potency of hepatoblasts is unknown. Elucidating the functional role, if any, for Lgr5 in liver development could help to clarify the part played by Wnt signalling. However, knockdown experiments may not be sufficient to address the role of Lgr5 due to the presence of other homologues, such as Lgr4, which is expressed during liver development (Camp et al., 2017), and could compensate for the loss of function of Lgr5, as is reported for the adult intestine (de Lau et al., 2011). Therefore, it remains unclear whether Lgr5 per se has a functional role in liver development. Similarly, cell ablation studies would be required to address whether the Lgr5^+^ hepatoblast, rather than *Lgr5* per se, is indeed required during development. Owing to the widespread expression of Lgr5^+^ stem cells in the adult and in other embryonic tissues, assessing the functionality of Lgr5^+^ cells in a specific tissue is not straightforward. We have shown that isolated Lgr5^+^ hepatoblasts can be cultured *in vitro*, and so this may provide a reductionist system in which we can test the requirement for Lgr5 in establishing or maintaining bipotency in hepatoblasts without the confounding effects of signalling from other tissues. Finally, it would be of interest to investigate whether the adult ductal-regenerative response, in which Lgr5 is upregulated in regenerative liver cells, recapitulates the same programmes as embryonic development. Future studies would aim to address these issues.

## MATERIALS AND METHODS

### Mouse strains and animal work

Lgr5-IRES-CreERT2 (Huch et al., 2013), Lgr5-EGFP-IRES-creERT2 (Barker et al., 2007), R26R-TdTomato (Madisen et al., 2010), R26R-Confetti (Snippert et al., 2010), R26R-CreERT2 (Ventura et al., 2007) and R26R-Rainbow1.0 (Livet et al., 2007) mice have been described previously. All mouse experiments were regulated under the Animals (Scientific Procedures) Act 1986 Amendment Regulations 2012 following ethical review by the University of Cambridge Animal Welfare and Ethical Review Body (AWERB) and were performed in accordance with the Home Office license awarded to M.H.

### Tamoxifen induction

Lineage tracing was performed using the R26R-TdTomato, R26R-Confetti or R26R-Rainbow1.0 reporter in combination with a temporally inducible Cre, either Lgr5-IRES-CreERT2 or R26R-CreERT2. To induce Cre activity, tamoxifen (Sigma-Aldrich, T5648) was administered by intraperitoneal injection of the pregnant female at the specified embryonic day. Tamoxifen doses were dependent on the reporter line and Cre line used. For details refer to Table S1, parts 1 and 2. Embryos and pups (male and females) were then collected at specified time-points according to the experiment.

### Tissue preparation and immunostaining

Embryonic and postnatal livers were dissected and fixed for 2 h or 24 h, respectively, in 10% neutral-buffered formalin (Sigma-Aldrich) at 4°C. Postnatal livers were embedded in 4% low melting point agarose (Bio-Rad Laboratories) and sectioned at 100 μm using a Leica VT1000S microtome. E10.5 and E11.5 samples were equilibrated with 30% sucrose, embedded in OCT compound (VWR, 361603E) and frozen on dry ice in preparation for sectioning with a Leica CM-3050S cryostat at 50 µm. To reduce nonspecific staining and permeabilize the sample, samples were incubated with a 2% donkey serum, 1% Triton and 5% DMSO in PBS solution overnight at 4°C. Primary antibodies were then applied at appropriate dilutions for 48 h at 4°C; for details refer to Table S3, part 1. Samples were washed and secondary antibodies applied at a dilution of 1:250 for 48 h at 4°C. Nuclei were counterstained with Hoechst 33342 (1:1000, Invitrogen) for 30 min at room temperature. Details of secondary antibodies are provided in Table S3, part 1.

### Confocal imaging

Samples were imaged on an SP8 White Light inverted confocal microscope (Leica Microsystems) through a 10× or 20× objective using Leica application suite X Software. Optical sections were acquired at 2 µm intervals. Images were processed using Fiji.

### Frequency of merger events

To calculate the frequency of mergers of the same colour we followed the calculations published by Aragona et al. (2017). Briefly, the probability of unicolour mergers is proportional to the frequency of bicolour mergers involving a given colour taking into account different induction frequencies between colours. This analysis was conducted using the livers in which bipotent clones were quantified.

### Automated cell counting of homeostatic proportions

Automated cell counting was conducted on immunofluorescent images (stained for osteopontin and Hoechst) of P0, P14 and P30 liver sections to determine the homeostatic proportions of hepatocytes and cholangiocytes in the postnatal liver. First, images were segmented using ilastik-1.2.2 software. In this way, immunofluorescent images consisting of a Hoechst channel and an osteopontin channel were used to train the machine learning software to segment cholangiocytes (primarily based on co-expression of osteopontin), hepatocytes (primarily based on their characteristic large round nuclei), other cells (primarily based on a lack of osteopontin co-staining and smaller, brighter nuclei) or background (based on a lack of signal). The segmented images were then imported into Fiji and, using the Threshold plug-in, the specific hepatocyte or cholangiocyte segments were selected. A selection was created around the hepatocyte or cholangiocyte segments and overlaid on the Hoechst channel, which clearly shows individual cells. Within the cholangiocyte or hepatocyte selections, the number of cells were counted using the find maxima function on the Hoechst channel.

### AFP and albumin secretion assays

To assess AFP and albumin secretion, the Mouse alpha Fetoprotein ELISA Kit (Abcam) and the Mouse Albumin ELISA kit (AssayPro), respectively, were used according to the manufacturers' instructions (Table S2, part 2). Supernatants were collected 24 h following the most recent medium change.

### Isolation of cells for single cell RNA sequencing and *in vitro* culture

Lgr5GFP^het^ and Lgr5GFP^−/−^ embryos were collected at the specified time-points and screened for GFP signal with an epi-florescence microscope. Once classified according to phenotype, livers were collected and minced before enzymatic digestion. Enzymatic digestion was performed at 37°C with Wash medium [constituting DMEM+ GlutaMAX (Invitrogen) supplemented with 1% FBS and 1×penicillin/streptomycin] containing 0.125 mg/ml collagenase type I (Sigma-Aldrich) and dispase II (Gibco), and 0.1 mg/ml DNase (Sigma-Aldrich). The incubation time for enzymatic digestion was ∼40 min for E10.5 livers and 2 h for E13.5 livers. Once the digestion to single cells was confirmed by visual inspection, samples were filtered through a 40 μm pore nylon cell strainer (Falcon) and centrifuged at 400 ***g*** for 5 min. The pellet was resuspended in blocking solution [Wash medium with 2% FBS, Rho kinase inhibitor Y27632 (Sigma-Aldrich) and 0.1 mg/ml DNase] for 20 min. Cells were then centrifuged at 400 ***g*** for 5 min and incubated with primary antibody against Liv2 (1:100, MBL) in wash medium supplemented with rock inhibitor and DNase for 40 min on ice. Cells were then pelleted at 400 ***g*** for 5 min and washed. Cells were incubated with APC anti-rat (Biolegend) for anti-Liv2, CD31-PE/Cy7 (Abcam) and CD45-PE/Cy7 (Bioscience) diluted in wash medium supplemented with rock inhibitor and DNase for 40 min on ice. The sorting strategy consisted of a population of single cells that were sequentially gated based on cell size (forward scatter, FSC, versus side scatter, SSC), singlets (pulse width versus FSC) and Liv2-APC positivity. Finally, CD45-PE/Cy7 (BD Biosciences) and CD31-PE/Cy7 (Abcam) antibodies were used in order to exclude blood cells and endothelium. Liv2^+^/CD31^−^/CD45^−^ (bulk hepatoblast pool) or Liv2^+^/CD31^−^/CD45^−^/GFP^+^ cells (named Lgr5^+^ cells) were used for further analysis.

For single cell RNA-sequencing experiments, cells were sorted on an influx Cell Sorter (BD Biosciences). Single cells were collected in non-skirted PCR plates containing lysis buffer [0.2% triton (Sigma-Aldrich Triton X-100 solution) in 1U per µl RNase inhibitor (Thermo Fisher Scientific) in DEPC-treated water (Ambion)]. Plates were then vortexed and centrifuged at 370 ***g*** for 2 min and kept at −80°C. For 3D *in vitro* culture, cells were sorted on a MoFlo into Sort medium [Advanced DMEM/F12 (GIBCO) supplemented with 1% penicillin/streptomycin, 1% glutamax, 10 mM HEPES, 1×B27 supplement (without vitamin A), 1.25 mM N-acetyl-l-cysteine, 10% (vol/vol) Rspo-1 conditioned medium, 10 mM nicotinamide, 10 nM recombinant human (Leu15) gastrin I, 50 ng/ml recombinant mouse EGF, 100 ng/ml recombinant human FGF10, 25 ng/ml recombinant human HGF, 1 nM A8301 and 10 µM Y27632].

### Single cell RNA-sequencing

scRNA-seq sample preparation was performed using an adapted version of Smartseq2 (Picelli et al., 2014). cDNA was reverse transcribed using 50 U reaction SmartScribe Reverse Transcriptase (Takara ClonTech) without betaine and MgCl_2_, and amplified using KAPA HiFi Hotstart polymerase (Roche). Illumina Nextera XT DNA preparation kit was used to prepare libraries, and pooled libraries were sequenced using the Illumina HiSeq 4000 system (single-end 50 bp reads). The quality of the reads was examined with FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/). The reads were aligned to genome version GRCm38, with the 92 Spike-in transcript sequences added, using STAR (v2.6.0c) and Ensemble gene annotation version 93 (Kersey et al., 2018). Subread (v1.6.2) was used to count uniquely aligned reads using the same Ensemble annotation and to create the count matrix. Further analysis was performed using scanpy (v1.3.3) (Wolf et al., 2018b). For quality control of cells, the following quality metrics were calculated for each cell: (1) the percentage mitochondrial transcript reads, (2) the percentage of spike-in reads, (3) the total number of reads, and (4) the log10 transformed number of genes with at least one read. Only cells with (1) less than 20% of mitochondrial reads, (2) less than 25% spike-in reads and (3) more than 100,000 reads were considered for downstream analysis. As the log10 transformed number of genes with at least one read (4) showed clear batch effects, the four different thresholds 3.6, 3.5, 3.7 and 3.5 were applied to the four different sorts and only cells exceeding these thresholds passed quality control. In total, 653 (69%) of 943 cells were considered for downstream analysis. Because an initial principal component analysis revealed batch effects between the biological replicates from experiments 1, 2 and 4 (group 1) on the one hand and experiment 3 (group 2) on the other hand, batch correction between those two groups was performed: for each group, only genes expressed in at least 3 cells were considered. The counts in each group were normalised using size factors computed with the scran (v1.8.4) function computeSumFactors [parameters: min_mean=1.0, size=seq(20, 100, 5)] (Lun et al., 2016). For each group, highly variable genes were detected using the scanpy function filter_genes_dispersion (parameter: max_mean=8) and the intersection of both gene sets, which contained 1766 genes, was used for further analysis. Batch effects between the two datasets were corrected by matching mutual nearest neighbours in the implementation of mnnpy (v0.1.9.3) (parameters: svd_mode=‘irlb’) (Lun et al., 2016). On the resulting count matrix, a principal component analysis was performed. t-SNE dimensionality reduction was performed on the first 20 principal components using the MulticoreTSNE implementation (parameters: perplexity=80, early_exageration=12) (Amir et al., 2013). To perform Louvain clustering, the 15 nearest-neighbours graph was computed on the first 20 principal components. Using Louvain clustering with the resolution parameter set to 0.05, three clusters were obtained (Levine et al., 2015; Šubelj and Bajec, 2011). Differentially expressed genes were detected by performing a Wilcoxon rank-sum test on the raw counts comparing each cluster against the union of the other two clusters as implemented in scanpy's rank_genes_groups function. To define marker genes for the clusters at specific embryonic stages, the cells were grouped according to cluster and stage, and a Wilcoxon rank-sum test was performed as described above. For the sub-clustering of the cholangiocyte-like cluster, a principal component analysis was performed on those cells and then clustering was performed as above with the resolution parameter set to 0.5. Differentially expressed genes between the two resulting sub-clusters were detected as described above. The diffusion maps were calculated using the scanpy function diffmap with the width of the Gaussian connectivity kernel being implicitly determined by the distance to the 100 nearest neighbours in the space of the 20 first principal components (Coifman et al., 2005; Haghverdi et al., 2015). Diffusion pseudotime was calculated using scanpy's dpt function using the cell with minimal diffusion component 1 as root cell (Haghverdi et al., 2016; Wolf et al., 2018a). Cell cycle phases were assigned using cyclone and the pre-trained mouse cycle markers contained in the scran package (Scialdone et al., 2015). Cells were classified as Lgr5 positive at the transcript level if they had more than 10 reads of Lgr5. The code is available on GitHub at github.com/fabianrost84/prior_et_al_2019.

### 3D culture of embryonic liver cells

Following isolation, as described in the isolation section above, the cells were pelleted at 400 ***g***, seeded in Matrigel (BD Biosciences) and cultured either with the hepatocyte-like protocol or cholangiocyte-like protocol. The hepatocyte-like method involves culturing for the first 3 days in Advanced DMEM F12 supplemented with 1% penicillin/streptomycin, 1% glutamax and 10 mM HEPES (Gibco), 1×B27 (Gibco), 1.25 mM n-acetylcysteine (Sigma-Aldrich), 10 mM nicotinamide (Sigma-Aldrich), 100 ng/ml FGF10 (Peprotech), 100 ng/ml FGF7 (Peprotech), 50 ng/ml HGF (Peprotech), 10 nM gastrin (Sigma-Aldrich), 50 ng/ml EGF (Peprotech), 1 nM A83-01 (Tocris Bioscience), 3 µM CHIR 99021 (Tocris Bioscience), 15% (vol/vol) Rspo-1 conditioned medium (in house) and 10 µM Rock inhibitor Y-27632 (Sigma-Aldrich). From day 3 onwards, the culture medium was modified by the exclusion of FGF7. The cholangiocyte-like method consists of culturing for the first 3 days in Advanced DMEM F12 supplemented with 1% penicillin/streptomycin, 1% glutamax and 10 mM HEPES 1×B27, 1.25 mM n-acetylcysteine, 10 mM nicotinamide, 100 ng/ml FGF10, 50 ng/ml HGF, 10 nM gastrin, 25 ng/ml noggin (Peprotech), 50 ng/ml EGF, 1 nM A83-01, 10 µM forskolin (Tocris Bioscience), 10% (vol/vol) Rspo-1 conditioned medium, 30% (vol/vol) Wnt conditioned medium (in-house) and 10 µM Rock inhibitor Y-27632 (Sigma-Aldrich). From day 3 onwards, the culture medium was modified by the exclusion of the Wnt conditioned medium and removal of noggin. After several days in culture, organoid structures with either a cystic (cholangiocyte-like medium) or solid (hepatocyte-like medium) form arose. Cultures were split in a 1:2 ratio after 14-20 days.

## Supplementary Material

Supplementary information

# Supplementary material for: Lgr5+ stem and progenitor cells reside at the apex of a heterogeneous embryonic hepatoblast pool
**Source:** Development. 2019 Jun 12;146(12):dev174557. doi: 10.1242/dev.174557
**Supplement:** Supplementary information

**A** E9.5 induced *Lgr5*-CreERT2/R26R-TdTomato tracing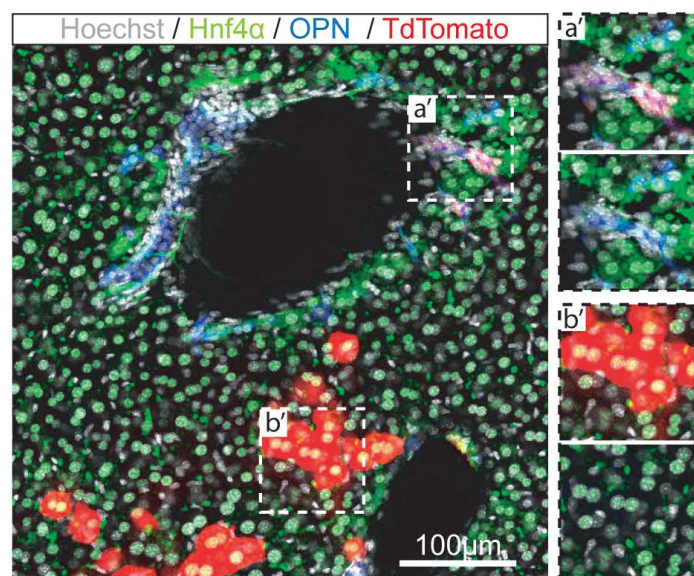**B** E13.5 induced *Lgr5*-CreERT2/R26R-TdTomato tracing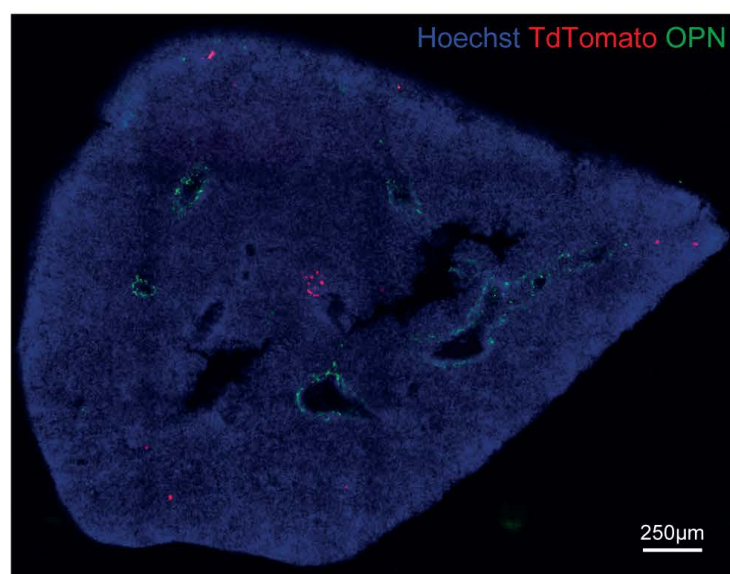**C**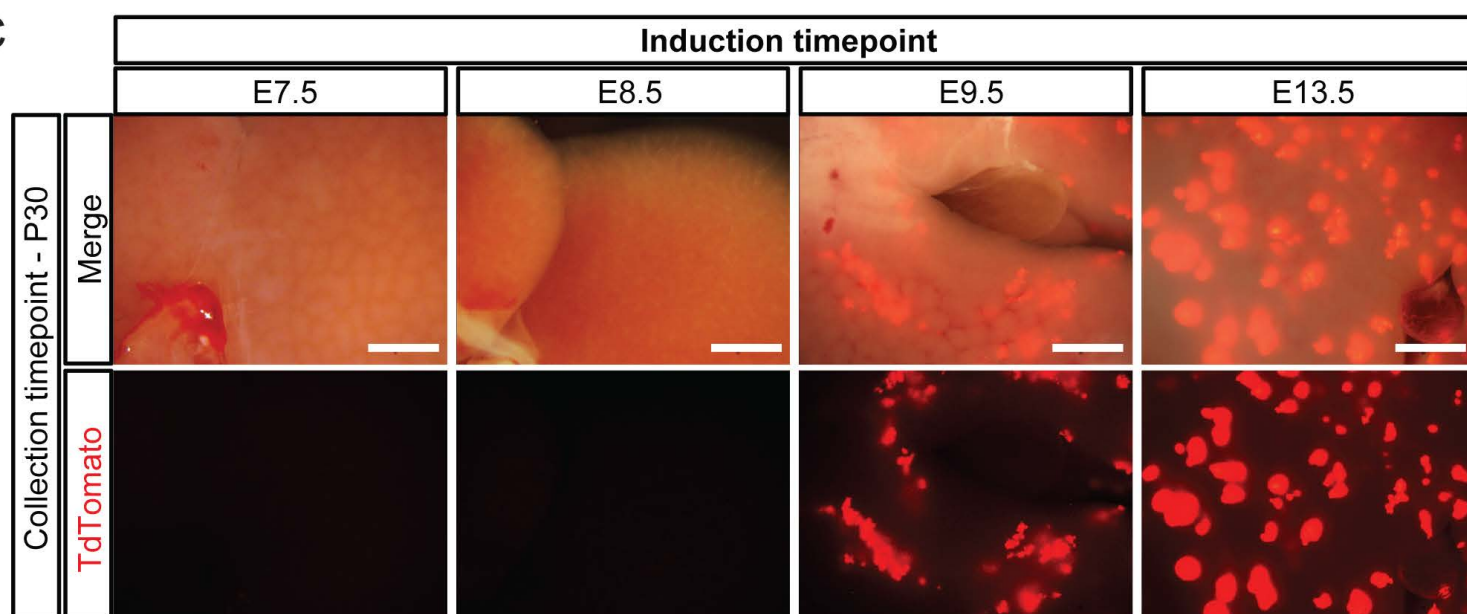**D** *Lgr5*-CreERT2/R26R-Tdtomato

No tamoxifen

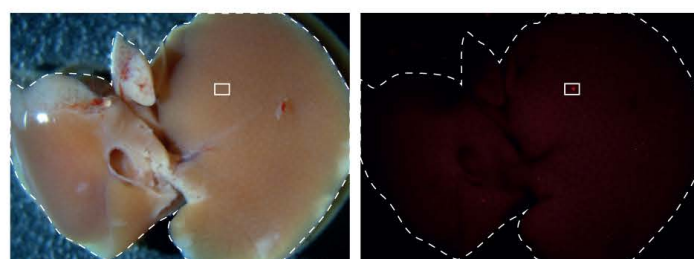

Tamoxifen at E9.5

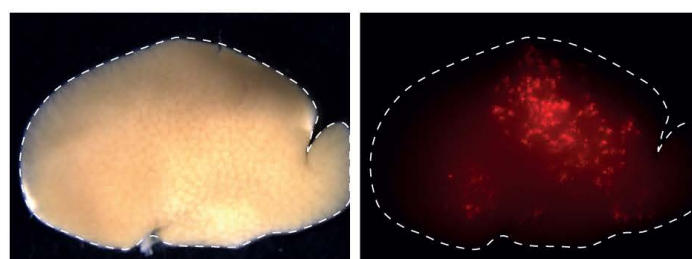

**Fig. S1: *Lgr5* labels hepatoblasts from E9.5 to at least E13.5 of liver development.**  
 (A-D) *Lgr5*-ires-CreERT2<sup>hom</sup>; R26R-TdTomato<sup>hom</sup> males were mated with MF1-WT females in order to generate the compound mice *Lgr5*-IRES-CreERT2<sup>het</sup>;R26R-

*TdTomato*<sup>het</sup>. (A) Induction of lineage tracing at E9.5 leads to labelled cholangiocytes (co-stained with OPN) and hepatocytes (co-stained with Hnf4α), liver collected at P30. Magnifications of labelled cholangiocytes and hepatocytes are shown in a') and b'), respectively, upper panels include TdTomato signal, lower panels exclude TdTomato signal to clearly demonstrate the type of cell labelled. (B) Induction of lineage tracing at E13.5 resulted in hepatocyte progeny only. (C) Cre activity was induced at the indicated timepoints and livers collected at P30. Expression of TdTomato was detected in postnatal livers only if induction was at E9.5 or later, suggesting that *Lgr5* is expressed in the developing liver from E9.5 onwards. Scale bar = 2mm. (D) TdTomato tracing was almost never detected in non-tamoxifen induced controls. Only in one mouse we detected <100 cells labelled in the liver. In contrast, the tracing events in the livers of the tamoxifen induced embryos was clear with several thousands of cells labelled. Both the non-induced and induced livers were collected at P14. This minute number of labelled cells in the non-induced livers does not affect our interpretations in the lineage tracing experiments.

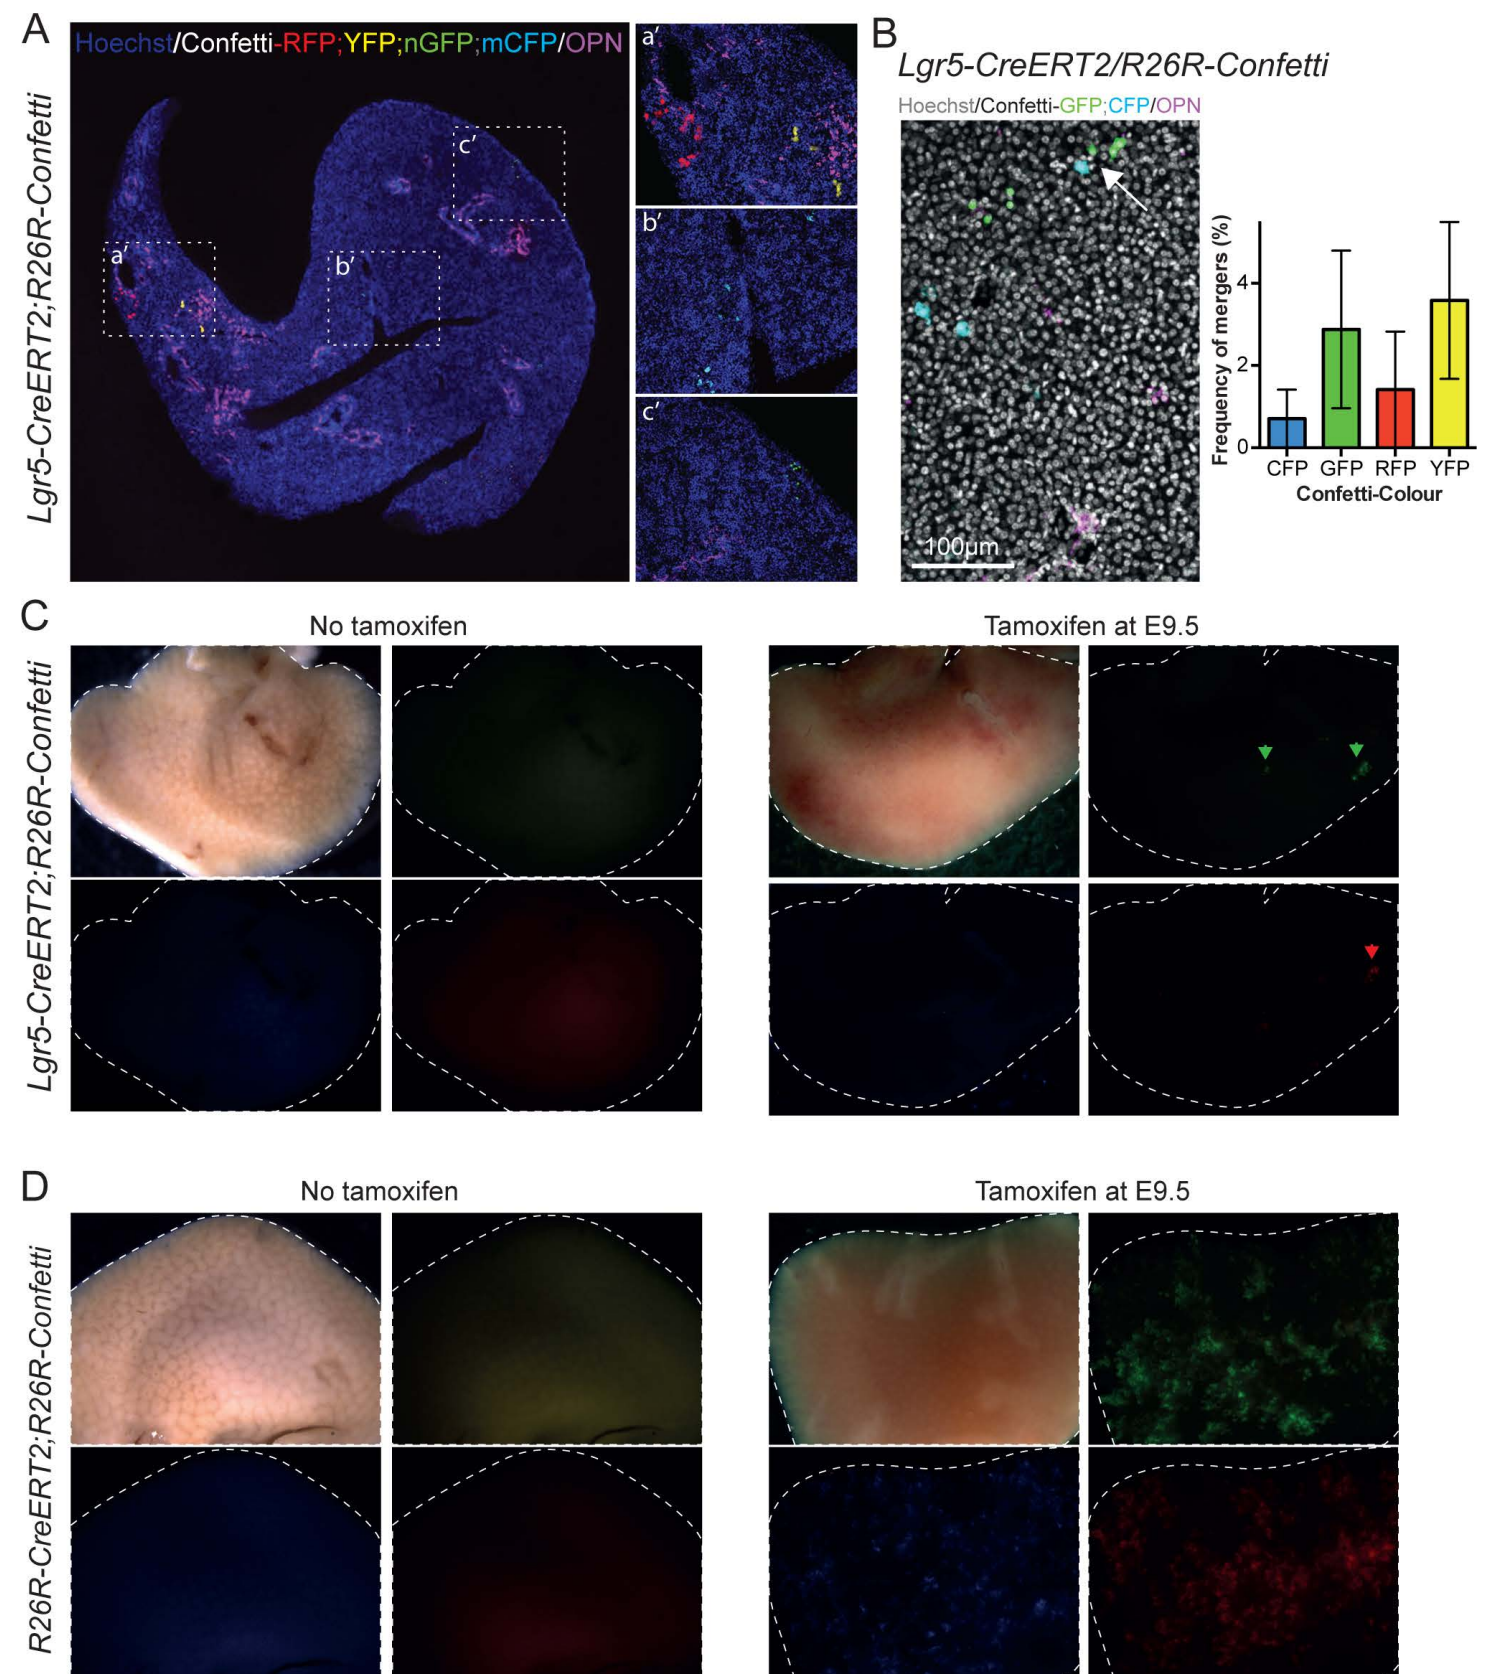

**Fig. S2: Lineage tracing from *Lgr5-IRES-CreERT2;R26R-Confetti* and *R26R-Cre;R26R-Confetti* mice induced at E9.5.** (A-C) *Lgr5-IRES-CreERT2<sup>het</sup>;R26R-Confetti<sup>het</sup>* mice were generated by breeding *Lgr5-IRES-CreERT2<sup>hom</sup>* with the multicolour Confetti reporter *R26R-Confetti<sup>hom</sup>* and liver tissues were collected postnatally. (A) Labelling

of the E9.5 embryonic livers of *Lgr5-IRES-CreERT2<sup>het</sup>;R26R-Confetti<sup>het</sup>* mice results in cells labelled in one of four colours (RFP, YFP, mCFP, nGFP). A representative image of a liver section presenting clones in each of the 4 colours is shown. Tissue was co-stained with Osteopontin to visualize the ductal cells (OPN, magenta). Nuclei were counterstained with Hoechst. a') magnified area showing a red and a yellow clone. b') magnified area showing a mCFP clone. c') magnified area showing a nGFP clone. Note that no merging of clones is observed. (B) Bicolour-merger events, *i.e.* clones of different colours merging, were rarely detected. Representative image of one of the 5 merging events observed in the n=3 livers analysed for bipotent clones (n=2, liver\_1; n=3, liver\_2, n=0, liver\_3). Example of a merging event between a CFP and GFP clone following induction at E9.5 in *Lgr5-IRES-CreERT2<sup>het</sup>;R26R-Confetti<sup>het</sup>* embryos. Graph represents the mean  $\pm$  SEM of the frequency of mergers within the same colour. (C-D) Tracing events from the R26R-Confetti reporter in combination with the *Lgr5-IRES-CreERT2* (C) or *R26R-CreERT2* (D) driver only occur upon tamoxifen administration and are never found in non-induced mice.

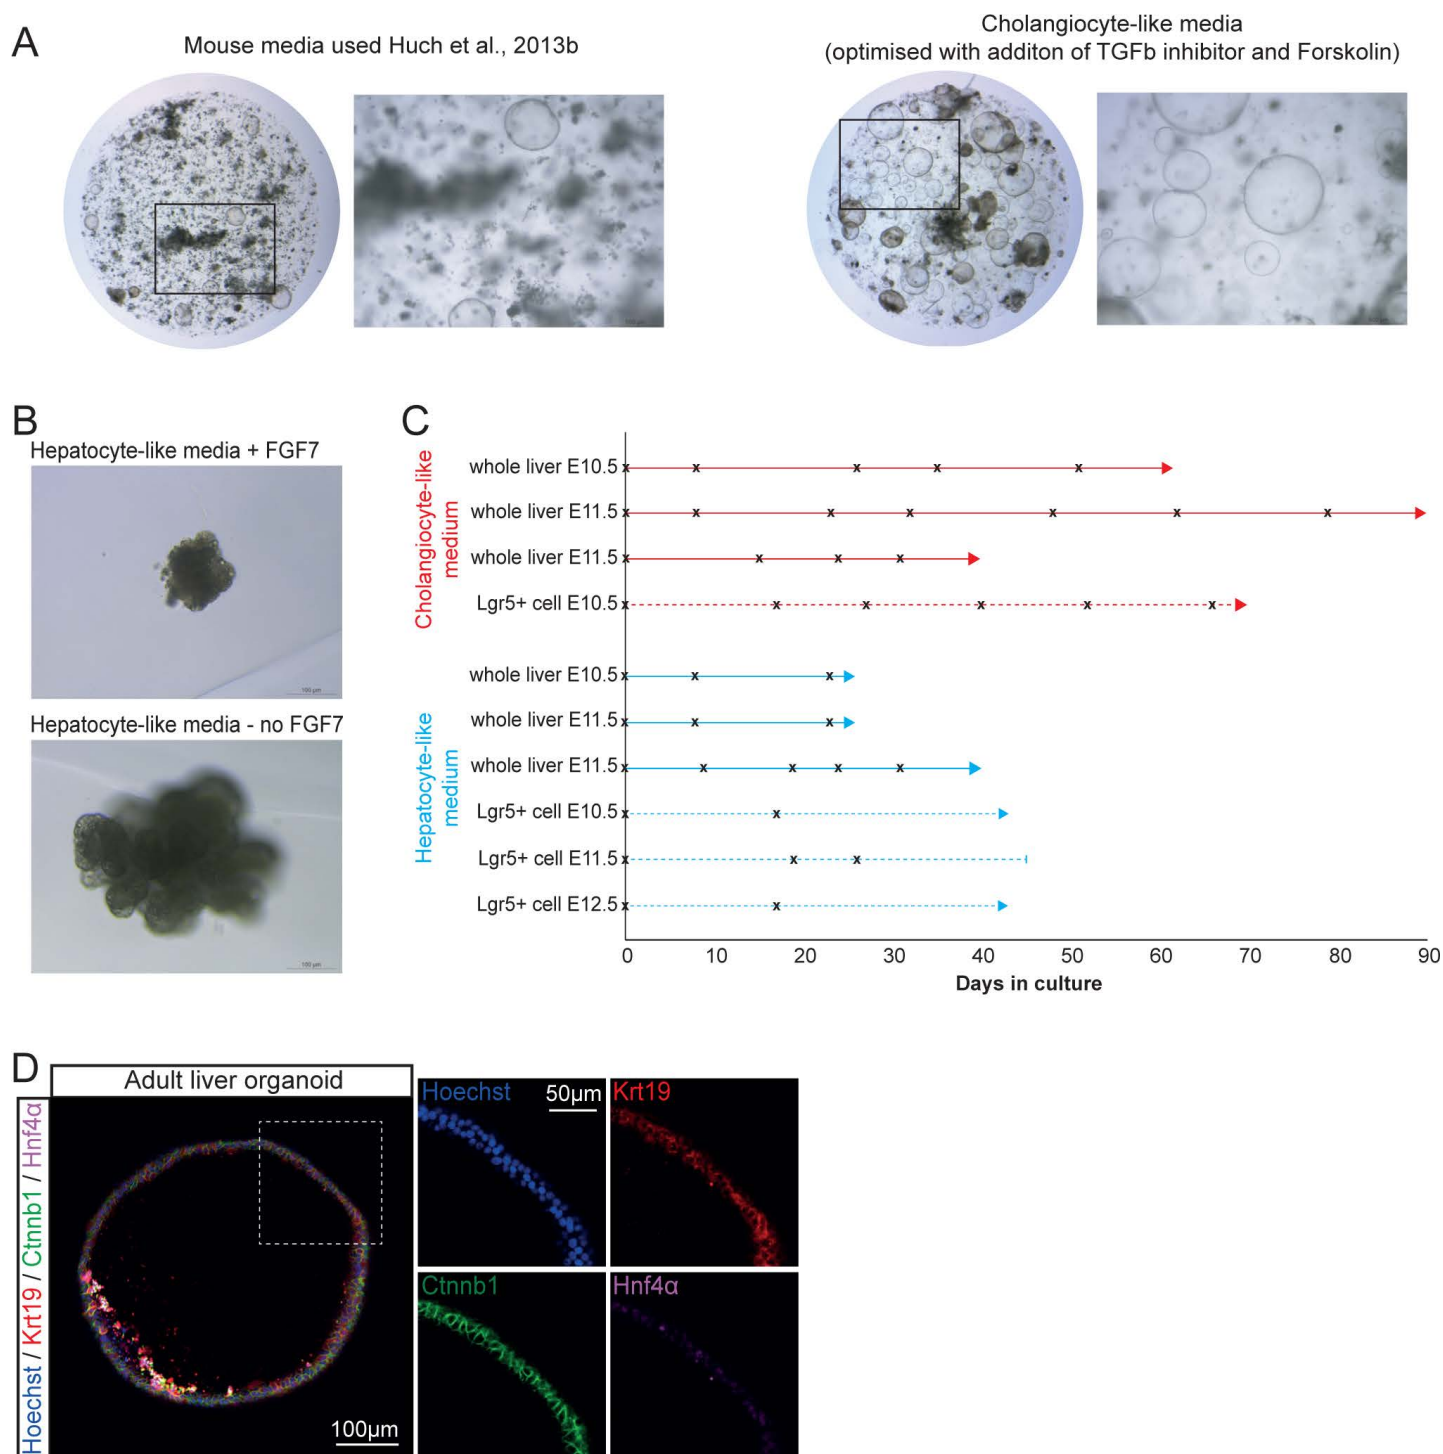

**Figure S3: Generation of mouse embryonic liver organoids.** (A-B) Embryonic liver organoids were generated from whole liver tissue obtained from E11.5 *WT* embryos dissociated as described in methods. (A) Isolated cells were embedded in Matrigel and cultured in our mouse adult ductal liver organoid medium (Huch et al., 2013) containing EGF, Noggin, Rspodin1, FGF10, HGF, Nicotinamide (left panel) or in the same medium supplemented with 1 nM A8301 and 10 µM Forskolin (optimized Cholangiocyte-like medium,

right panel) as described in methods. This resulted in an evident increase in the number and size of organoids formed. (B) Isolated cells embedded in Matrigel were also cultured in the recently published hepatocyte medium that sustains human embryonic liver growth in vitro (Hu et al., 2018). Removal of FGF7 resulted in a significant improvement on the expansion of the organoids. For details refer to methods. (C) Comparison of renewal potential between embryonic organoids derived from ‘whole liver tissue’ or ‘sorted Lgr5+’ cells. We find comparable renewal potentials between ‘sorted Lgr5+’ and ‘whole liver tissue’ cholangiocyte-like organoids. In the case of the hepatocyte-like organoids the ‘whole liver tissue’ cells form structures which can be easily passaged (up to P4 to date). Although, the ‘sorted Lgr5+’ cells readily form hepatocyte-like organoids and can withstand initial passaging, their viability then decreases. (D) Immunofluorescence staining for Ctnnb1 with the ductal marker Krt19 and the hepatocyte marker HNF4 $\alpha$  in adult ductal liver organoids cultured in our standard organoid medium as described in (Huch et al., 2013). These served as positive control for the stainings shown in Figure 4.

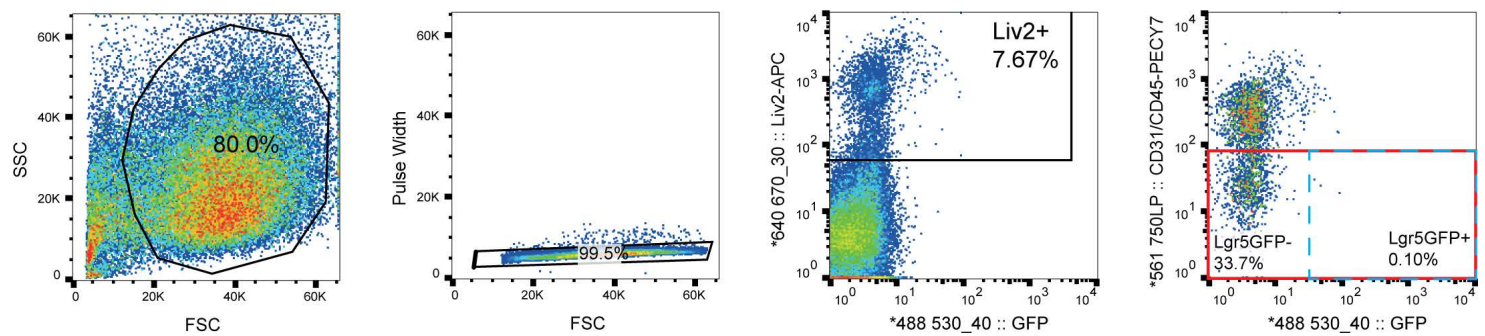

**Figure S4: Lgr5<sup>+</sup> hepatoblast sorting strategy.** *Lgr5-EGFP-IRES-CreERT2<sup>het</sup>* mice were mated with MF1-WT females and embryos collected at E10.5 of gestation.

WT and *Lgr5-EGFP-IRES-CreERT2<sup>het</sup>* littermate embryos were scored for the presence of eGFP in the cranial area. Then, embryos were split by genotype and liver tissues collected and processed for cell isolation and single cell dissociation. Cells were stained with the hepatoblast marker Liv2, the endothelial marker CD31 and pan-haemopoietic marker CD45 as described in methods. Sorted cells were obtained following a sequential gating strategy where cells were first gated by FSC vs SSC, then FSC vs Pulse width to identify singlets and then gated for Liv2<sup>+</sup> (bulk hepatoblasts, Liv2<sup>+</sup>CD31<sup>-</sup>CD45<sup>-</sup> (red box)) or Liv2<sup>+</sup>GFP<sup>+</sup> (Lgr5<sup>+</sup> hepatoblasts, (Liv2<sup>+</sup>CD31<sup>-</sup>CD45<sup>-</sup>GFP<sup>+</sup> (blue dashed box))).

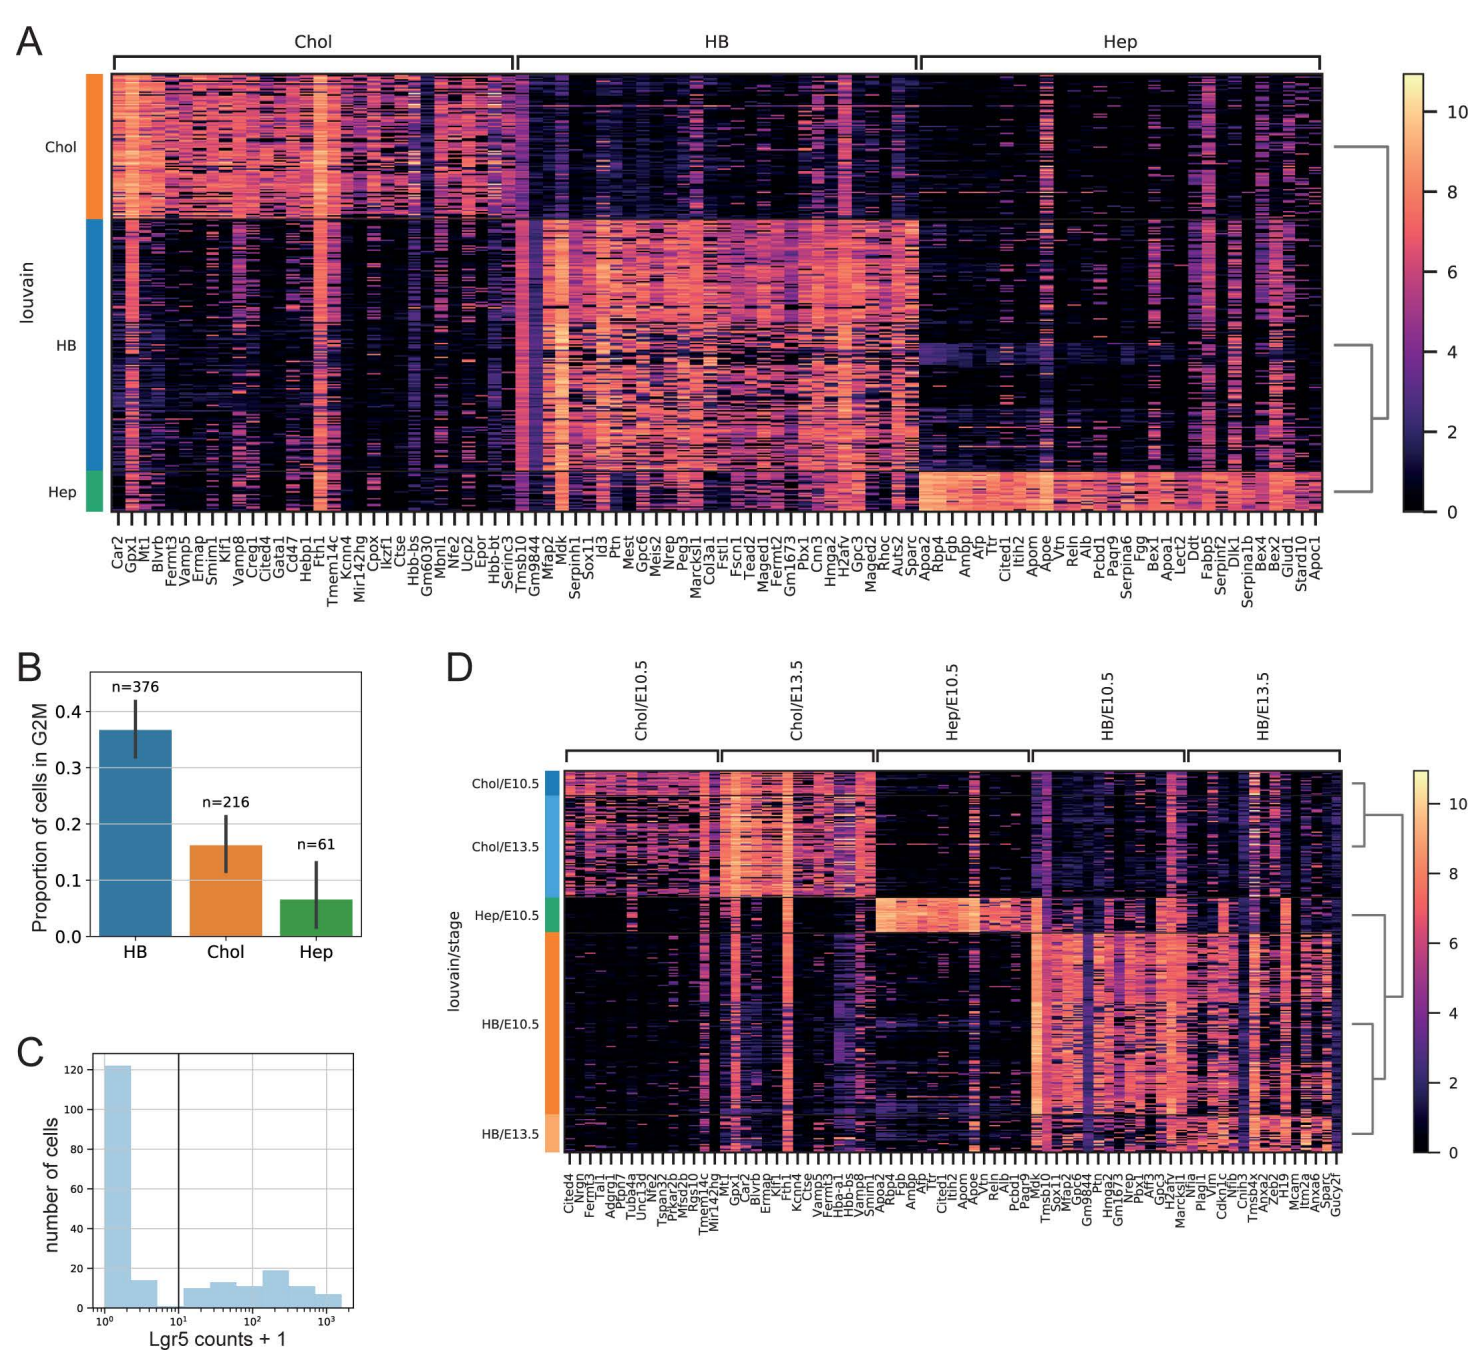

**Figure S5: scRNA-seq of hepatoblasts reveals heterogeneity in the hepatoblast population.** (A) Heatmap displaying the 30 most differentially expressed genes in each cluster as detailed in Supplementary Table 2, (colour represents the log-transformed number of reads (with an offset of 1), dendograms represent hierarchical clustering of cells). (B) Proportion of cells in G2M phase of the cell cycle in the hepatoblast cluster (HB), cholangiocyte-like cluster (Chol) and hepatocyte-like cluster (Hep) (mean±95% confidence intervals). (C) Histogram of the distribution of Lgr5 counts shows a bimodal distribution. A threshold of 10 counts is used to define a cell as Lgr5+ on the transcript level. Using this threshold, we find that 2% of the bulk cells at E10.5 are Lgr5+ at the transcript level.(D) Heatmap displaying the differentially expressed genes by time point, (colour represents the log-transformed number of reads (with an offset of 1), dendograms represent hierarchical clustering of cells). For extended list see Supplementary Table 2\_part 2-part 6.

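Split by stage, 33.8% of the E10.5 cells of cluster 1 were in G2M (105 of 311, 95% interval 28.5 to 39.3), 14.3% of those of cluster 2 (6 of 42, 5.43 to 28.5), and cluster 3 held E10.5 cells only. At E13.5, the share was 6.15% in cluster 1 (4 of 65, 1.70 to 15.0) and 8.05% in cluster 2 (14 of 174, 4.47 to 13.1), a difference within counting error that changed its direction with thinned reads (12.3% and 8.62%). By sort, 45.1% of E10.5 Lgr5-GFP+ cells of cluster 1 were in G2M (37.1 to 53.3), against 22.8% of E10.5 bulk cells (16.5 to 30.1). Over both stages, cluster 1 was above cluster 2 in each library pool, with 36.8%, 9.33%, 28.4%, 36.6% and 32.8% in pools 1 to 5 against 5.41%, 2.63%, 21.6%, 9.26% and 2.78%.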

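Over all 653 cells, 445 had 0 *Lgr5* reads, 137 had 1 to 10 and 71 had more than 10, and the highest count in a cell was 1598. In E10.5 bulk cells, the numbers were 165, 33 and 5, with a highest count of 242. In E10.5 Lgr5-GFP+ cells they were 99, 50 and 62. The E13.5 Lgr5-GFP+ cells divided into 49, 28 and 3, and the E13.5 bulk cells into 132, 26 and 1.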

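The share of Lgr5+ cells among E10.5 bulk cells was recomputed at other limits. With more than 5 reads it remained 2.46%, as it did with more than 10 RPM, and with more than 20 reads it was 1.97%. With each cell thinned to 100000 reads and the limit kept at more than 10, it was 0.985%, or 2 cells.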

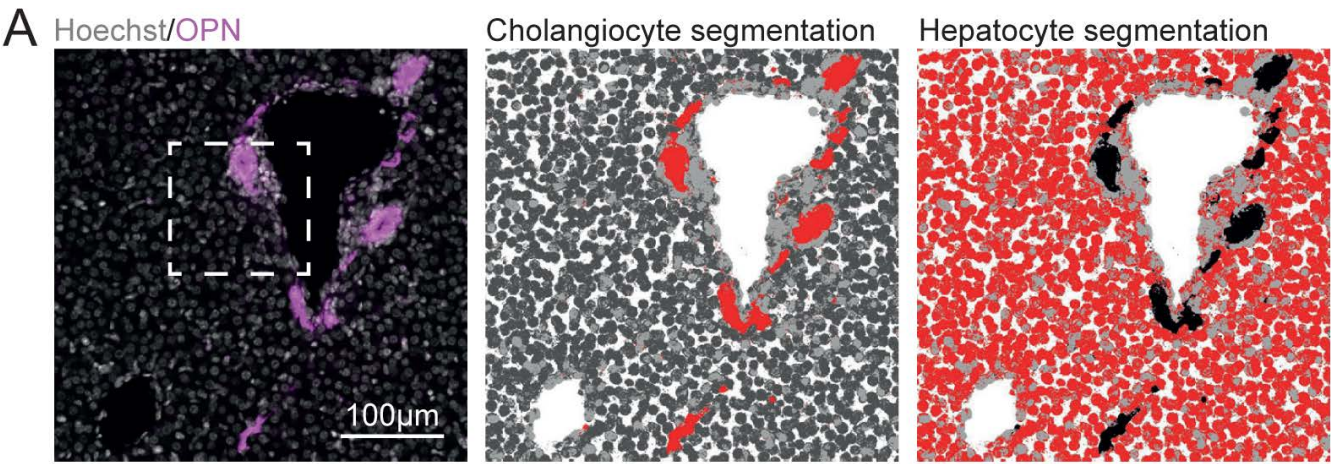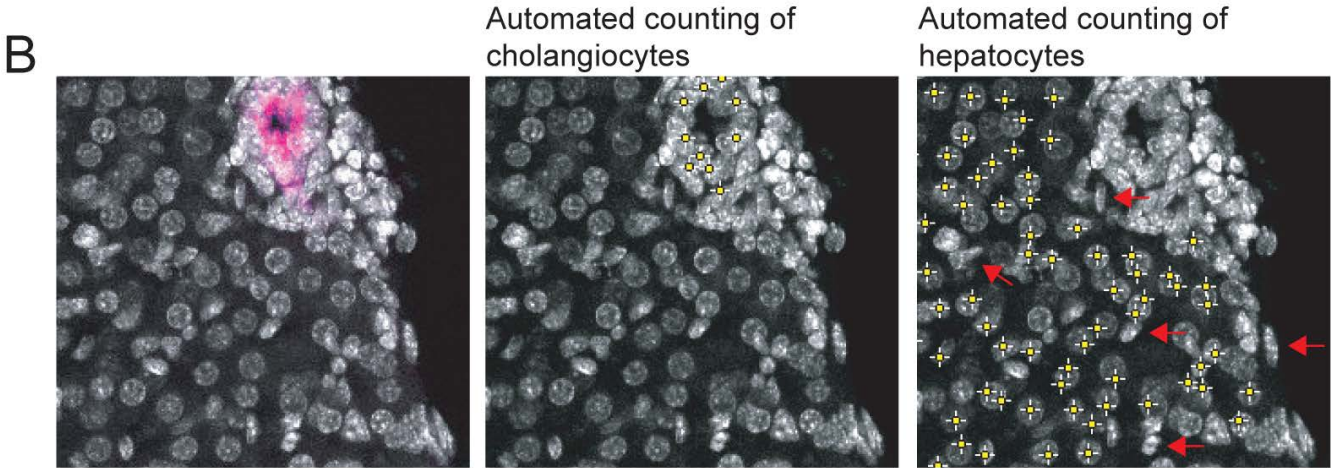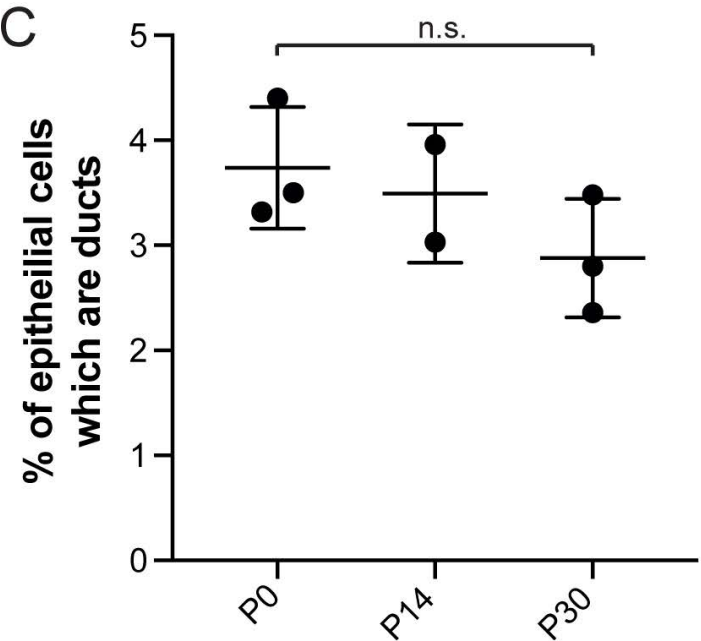

|     | Cells counted | Ducts:Hepatocytes |
|-----|---------------|-------------------|
| P0  | 43443         | 3.72%             |
| P14 | 62248         | 3.55%             |
| P30 | 40019         | 2.91%             |

**Figure S6: Counting of hepatocyte and cholangiocyte cell proportions in the homeostatic postnatal liver.** (A-C) To determine the homeostatic proportions of hepatocytes and cholangiocytes at the different postnatal time points of interest osteopontin (OPN) staining was performed to mark the ductal cells and then the proportion of hepatocytes vs cholangiocytes was counted using an automated system. (A) Osteopontin (OPN, purple) marks ductal cells in the P14 liver (nuclei are counter stained with Hoechst 33342). Immunofluorescent images were segmented using ilastik-1.2.2 software, machine learning was used to train the software to segment cholangiocytes (middle panel), hepatocytes (right panel), other cells or background, segmented cells are marked in red). The segmented images were then imported into Fiji, a selection was created around the segmented images and overlaid on the Hoechst channel. Within the cholangiocyte or hepatocyte selections the number of cells were counted using the find maxima function on the Hoechst channel. (B) Magnification of A) to show the cells counted (yellow cross-hairs) following segmentation of cholangiocyte and hepatocyte cells. Note only epithelial cells are counted, other cells including mesenchymal and endothelial cells (a selection are highlighted with red arrows) are not counted. (C) Automated counting reveals the homeostatic number of cholangiocytes as a percentage of epithelial cells is ~3% at all 3 time points (P0, P14 and P30) analysed. Graph represents the percentage of cholangiocytes within the total epithelial cells counted at the 3 time points analysed (mean  $\pm$  STDEV). On average a  $3.4\% \pm 0.6\%$  of epithelial cells of the mouse liver are cholangiocytes, this proportion does not change over postnatal days P0 - P30 (mean  $\pm$  STDEV). Table indicates the total number of cells counted and the % of cholangiocytes within these at each of the 3 time points analysed.

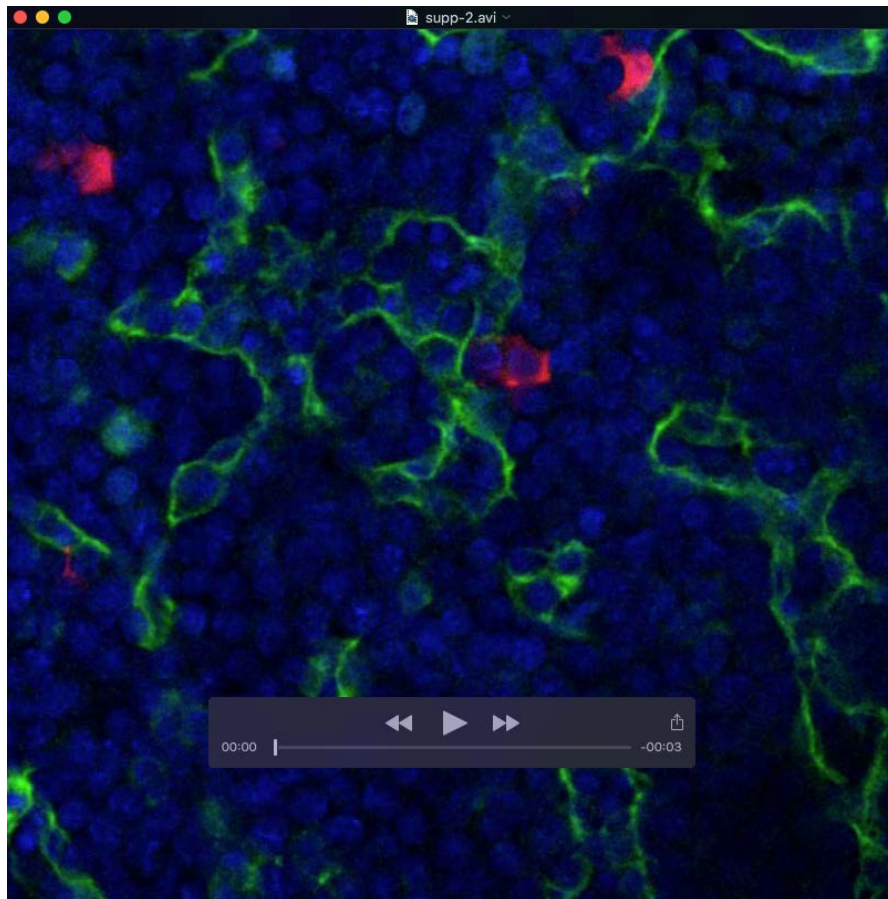

**Movie 1: Confocal Z-stack video showing co-staining of TdTomato+ Lgr5+ descendants with the endothelial marker VEGFR3 at E11.5 following induction at E9.5**

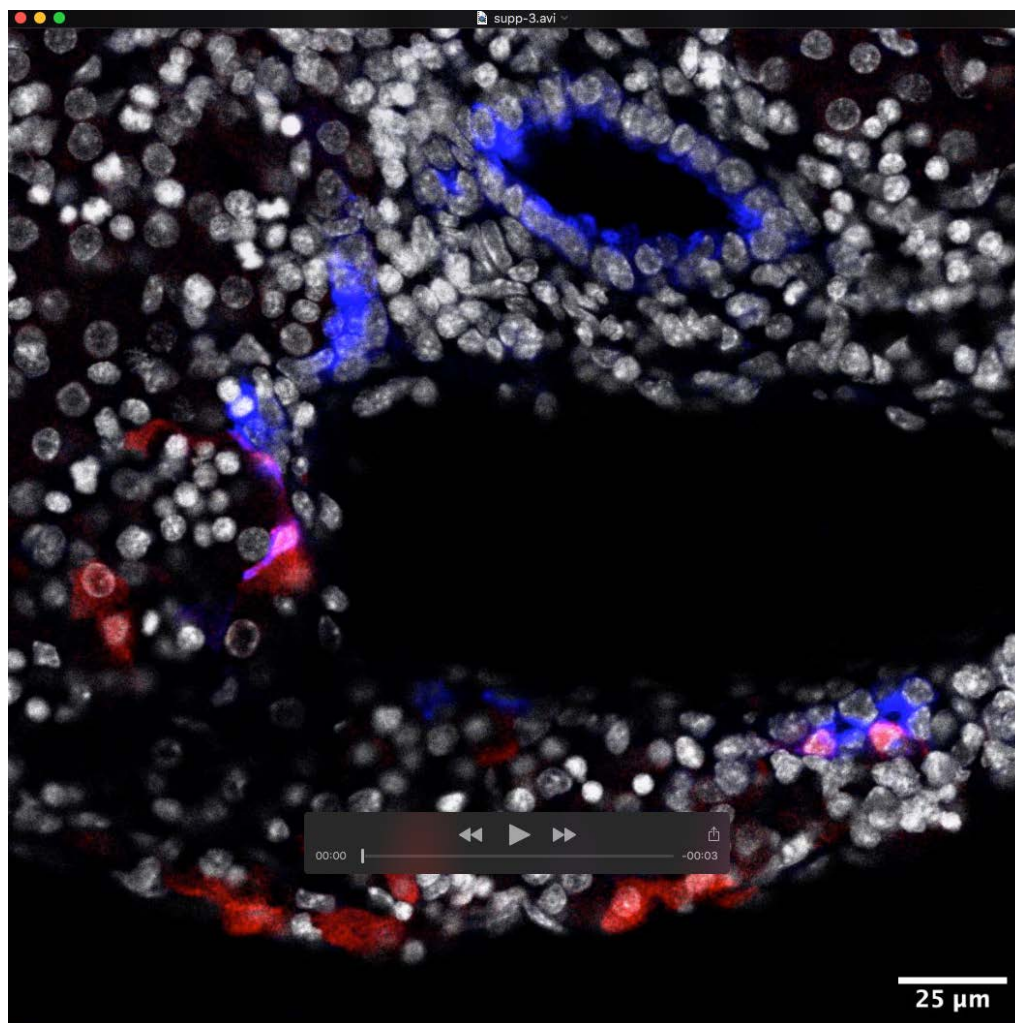

**Movie 2:** Confocal Z-stack video of a bipotent *Lgr5* clone derived from an *Lgr5-IRES-creERT2;R26R-Confetti* embryo injected at E9.5

### **Table S1. Tracing counts used for the analysis**

[Click here to Download Table S1](#)

### **Table S2. scRNA-seq gene lists**

[Click here to Download Table S2](#)

### **Table S3. List of materials and reagents used in the manuscript**

[Click here to Download Table S3](#)

How the deposited data were processed for this re-analysis (not part of the article)

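Single cells from E10.5 and E13.5 livers of Lgr5-EGFP-IRES-creERT2 embryos were sorted as Liv2+ bulk cells or as Liv2+ Lgr5-GFP+ cells and sequenced with the Smart-seq2 protocol. Each sample is 1 cell, and stage and sort were taken from the sample labels and the paper. All 653 cells were used, and 0 columns were left unused.

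The authors aligned single-end reads to GRCm38 with the spike-in sequences added, using STAR, and used Subread to count uniquely aligned reads per gene on the Ensembl annotation. They kept cells under limits of mitochondrial and spike-in reads, with more than 100000 reads and with enough detected genes. The deposited count table holds raw counts of 54195 genes, of which 54042 could be named with the GENCODE annotation of the same genome build. It holds 0 spike-in sequences and 0 mitochondrial genes, so the percentages of mitochondrial and spike-in reads per cell, which were planned, could not be computed. In every cell, 25903 genes are listed at 0, among them 3989 of 21893 protein-coding genes. Fixed marker genes that are listed at 0 in every cell were left out of comparisons, among them *Actc1*, *Alas2*, *Foxf1*, *Msln*, *Tcf21* and *Tubb3*, and *Ahsp* was not used here. The table shows only that these genes are listed at 0.

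The authors also deposited a normalised table of 1766 variable genes, whose values are treated as a score without a unit. According to the methods, the authors normalised counts with scran size factors within each of 2 groups of experiments and corrected the groups towards each other by mutual nearest neighbours. In pools 1 and 2 (134 and 149 cells), the table has no negative value, and the values of each cell have a length of 1 (tolerance 0.001). In pools 3, 4 and 5 (133, 131 and 106 cells), every cell has negative values. The table was used for clusters and pseudotime only, and no level of a gene was taken from it.

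Levels are RPM, that is the reads of a gene summed over the cells of a cluster, divided by their reads on all genes and multiplied by 1000000. Reads per cell had a median of 1192740 over all cells (463347 to 2279700). The labels name 5 library pools, which were sequenced on 3 flow cells, but no animal, litter or sort, and the paper's sorts were not matched to pools. On the log10 scale of the methods, the lowest number of genes per cell was 3.60, 3.50, 3.70, 3.70 and 3.70 in pools 1 to 5, and the methods set a limit on this number for each sort. Pools 3, 4 and 5 lie, after rounding, at the limit that the methods give for 1 sort alone, and they are the pools with negative values in the normalised table, so both point to 1 sort for these 3 pools, although no label names it. A range over pools is therefore not a range over sorts, and leaving out 1 pool does not leave out that sort. Leaving out the 3 pools together was not run. Each of the 4 groups was therefore 1 sample, no p-value was computed, and pools served as technical batches, with a pool value for a cluster given only from 5 cells. Intervals are 95% exact intervals, and a count of 0 was given an upper limit of 3 counts where the group had at least 10 cells. They cover counting error only. Differences in depth were examined by thinning each cell to 100000 reads, which left out 0 cells because all 653 cells exceed that number.

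Clusters were computed in scanpy with the settings of the methods (20 principal components, 15 neighbours, Louvain at resolution 0.05 by igraph), and sub-clusters of cluster 2 at resolution 0.5. The alternatives were 10 and 30 neighbours, 10 and 50 components, other resolutions, Leiden clustering, 2000 variable genes of the raw counts without batch correction, and the table without the named and marker genes. Clusters were matched to the paper's names by the mean rank of the paper's markers. A match to a name does not fix a cell type, so clusters are compared by number. Diffusion maps used a Gaussian kernel over all cells with 100 neighbours and 15 components, of which 10 entered the pseudotime. The plan named 20 components, which were read as principal components, and a run with 20 diffusion components was added. The plan left the kernel open. The form used here follows the mention of a Gaussian kernel width in the methods and was settled after 3 forms had been seen. Phases were assigned by cyclone in scran with its mouse gene pairs. Random seeds were fixed.

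Named genes were chosen by a rule set before the data were examined. They are every gene the paper names for this experiment or as a marker of these cells, the fixed lists of cell type markers, and for each cluster the 10 genes with the largest ratio to the highest other cluster, among genes with at least 3 reads in at least 50% of its cells and with a ratio above 1 in every pool with at least 5 of its cells. The lists cover hepatoblasts, cholangiocytes, erythroid cells, mesenchyme, mesothelium, endothelium, leukocytes, neural cells and heart muscle. Fig. S5A had been seen when they were written. A cell was counted for a list when at least 3 of its genes had more than 10 reads, leaving globins out of the erythroid list and *Vim* out of the mesenchymal list. That rule, the definition of transition cells and the numeric limits of the tests in the closing section were set after the data had been seen.

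The ratio of summed RPM and the clustering were tested on simulated counts of 3 clusters with 14912 genes, of which 200 were changed. All 200 changed genes were recovered with a log2 ratio above 1, 0 unchanged genes passed that limit, the median error was -0.06 on the log2 scale, and the clusters were recovered with an adjusted Rand index of 1.

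No doublet caller was run, because the cells were sorted singly into plates after a gate for singlets. The paper's Wilcoxon tests between clusters were not repeated, since they treat cells as replicates. Lineage tracing, organoid cultures and staining were not analysed here. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, igraph 0.11.9, leidenalg 0.10.2, R 4.3.3, scran 1.30.0 and data.table 1.17.8.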

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

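The tests for free RNA, both tests for cells sequenced together with an erythroid cell, the test for cells with cholangiocyte markers, the test for cells with markers of hepatoblasts and mesenchyme, the rule of at least 3 markers per cell and the choice of the pool values compared were made after the results had been seen.

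Genes of the blood lineages were high in cluster 2, matched to the paper's Chol cluster. The paper used CD45, encoded by *Ptprc* of the leukocyte list, to sort against haematopoietic cells and does not discuss blood lineage genes in its clusters. At least 3 erythroid genes other than globins had more than 10 reads in 181 of its 216 cells (83.8%, 95% interval 78.2 to 88.4), and at least 3 leukocyte genes did in 21 cells (9.72%, 6.12 to 14.5). In clusters 1 and 3, 0 of 376 and 0 of 61 cells met either rule, which allows shares of up to 0.798% and 4.92%. The most abundant erythroid genes in cluster 2 were *Hbb-bs* at 2458, *Hbb-bt* at 1807, *Hba-a1* at 1265 and *Klf1* at 1026 RPM, and *Mpo* and *Spi1* of the leukocyte list were at 223 and 161. *Ptprc* was at 0.105, 0.0437 and 0.0492 RPM in the sub-clusters of 116, 62 and 15 cells, and at 211 in that of 23. Most cells with erythroid genes thus lay in sub-clusters with almost no RNA of the CD45 gene. CD45 protein was not read here. Of the 21 erythroid genes, 6 are in the heat map of Fig. S5A and 2 more in that of Fig. S5D, so the study had picked them on these cells. No gene of either list is in another list, and both lists were fixed beforehand. Free RNA in every well would give like levels in all clusters, but *Klf1* was 407 times as high in cluster 2 as in cluster 1. The log2 ratio of *Klf1* to the highest other cluster was 7.18 in the lowest pool, which argues against 1 library pool as the source. Cells like those of cluster 3 sequenced together with an erythroid cell would carry *Afp*, yet *Afp* in cluster 2 was at 0.238% of its level in cluster 3. Cells like those of cluster 1 would carry the HB markers of the paper, yet *Id3*, *Mdk* and *Gpc3* summed in cluster 2 to 1.99% of their level in cluster 1. At least 3 markers of either list were found in 195 of the 216 cells (90.3%, 85.5 to 93.9). That erythroid and other blood cells were among the sorted cells is a candidate explanation that stays open, because this share restates the observation and no separate test of it was made. Cells with cholangiocyte markers that also express erythroid genes are argued against, since 0 of the 216 cells had more than 10 reads on at least 3 cholangiocyte genes, which allows up to 1.39%, while 32 of 376 cells of cluster 1 and 4 of 61 of cluster 3 did. Whether cells of a biliary fate without these markers express erythroid genes at these stages was not tested.

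Genes of the mesenchyme and mesothelium, which the paper does not discuss in its clusters, were high in cluster 1, matched to the paper's HB cluster. At least 3 mesenchymal genes other than *Vim* had more than 10 reads in 229 of its 376 cells (60.9%, 55.8 to 65.9), and at least 3 mesothelial genes did in 32 cells (8.51%, 5.89 to 11.8). In cluster 3, 4 of 61 cells met the mesenchymal rule, and in cluster 2, 1 of 216. *Col3a1* was at 932, *Col1a1* at 692, *Vim* at 675 and *Col1a2* at 605 RPM in cluster 1, and of the mesothelial list *Alcam* was at 296 and *Wt1* at 61.1. Of the 16 mesenchymal genes, *Col3a1* is in Fig. S5A and *Vim* in Fig. S5D, and no gene of these lists is in another list. Free RNA in every well is argued against by *Col1a1*, which was 48.1 times as high in cluster 1 as in cluster 2. The log2 ratio of *Pdgfra* to the highest other cluster was 3.82 in the lowest pool, which argues against 1 pool as the source. That mesenchymal cells were among the sorted cells is a candidate explanation that stays open, because the share of 60.9% is the observation itself and no separate test of it was made. Cells with the hepatoblast markers of cluster 3 that also express mesenchymal genes are argued against for most of the 229 cells, of which 1 had more than 10 reads on at least 5 hepatoblast genes (0.437%, 0.0111 to 2.41) and 53 on at least 3 (23.1%, 17.8 to 29.2). In cluster 3, 55 and 60 of 61 cells did. Whether cells of the hepatoblast lineage without these markers express mesenchymal genes at these stages was not tested, nor was an explanation for the mesothelial genes.

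Pool values were compared for gaps in 21 families of 4 or 5 pools. Chance gives about 1 such gap in 20 groups, so a single gap by chance would be no surprise. That rate is no guide to 2 of the 3 gaps found, where all other pools compared were at 0. In E10.5 Lgr5-GFP+ cells, 72.3% of the cells of pool 2 lay in cluster 3 (34 of 47, 57.4 to 84.4), and 2.22% to 21.1% in the other pools. The labels do not say whether pool 2 holds other litters or another sort. The lowest number of detected genes per cell was 3148 in pool 2, 3958 in pool 1 and 4970 or more in pools 3, 4 and 5, and the methods set this limit for each sort, so a difference between sorts stays open. No explanation for this share was tested.

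The other 2 gaps rest on few cells. Among E13.5 bulk cells, 1 of 34 in pool 4 was Lgr5+ (2.94%, 0.0744 to 15.3), and 0% in the other pools. With 1 such cell in the group, a gap arises whichever pool holds it. In cluster 3, 2 of 8 cells of pool 3 were in G2M (25%, 3.19 to 65.1), and 0% in the other 3 pools compared. No explanation was tested.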

How the results depend on the processing

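The kernels other than the Gaussian over all cells, the 20 diffusion components, the resolutions 0.01 and 0.5, the highest-score rule for phases and both alternative definitions of transition cells were chosen after seeing the data, whereas the other alternatives were set before the data were examined. No paired analysis was possible because the labels name no replicate and the results come from no test, but every pool held cells of all 4 groups, so groups could be compared within pools. Of the comparisons of a result with an alternative, 428 lay within the main value's interval, the spread between pools or 1.5 times a count. A further 65 moved further and 5 reversed. The 428 include a read filter that removed no cell. They also include 30 neighbours, 10 or 50 components and resolutions 0.02 and 0.01, which kept all 653 cells in their cluster. In those settings values by cluster could not change, so they are no sign of stability. Where a pool was left out, the clusters of all cells were kept and its cells removed.

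The share of Lgr5+ cells depended on the number of reads required. With any read counted, it rose to 18.7% of E10.5 bulk, 53.1% of E10.5 Lgr5-GFP+, 17.0% of E13.5 bulk and 38.8% of E13.5 Lgr5-GFP+ cells, and to 33.2%, 19.4% and 67.2% of clusters 1, 2 and 3. Thinning to 100000 reads, which by construction leaves fewer reads per cell, lowered it to 17.1% of E10.5 Lgr5-GFP+ and 0% of E13.5 bulk cells, and to 7.18% of cluster 1 and 21.3% of cluster 3. The limits of more than 5 or 20 reads and of 10 RPM moved none of these shares out of its interval. The filter of more than 200000 reads per cell removed no cell, as the lowest had 463347, so it says nothing about these shares. Leaving out each pool gave 24.6% to 36.7% for E10.5 Lgr5-GFP+ cells (highest without pool 1), 0% to 0.8% for E13.5 bulk cells (0% without pool 4) and 34.5% to 52% for cluster 3 (highest without pool 2). Cluster 3 remained above cluster 1 and cluster 1 above cluster 2 in each of these settings. The cause was not tested.

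The number of clusters rose from 3 to 5 with 10 neighbours, 5 at resolution 0.1, 7 at resolution 0.2 and 12 at resolution 0.5. A higher resolution splits clusters by construction, and for 10 neighbours the cause was not tested. These settings, Leiden clustering, raw counts without batch correction and the table without the named and marker genes did not give 3 clusters, so they gave no shares of cells, Lgr5+ cells or phases by cluster. Leaving out each pool moved the share of E10.5 bulk cells in cluster 2 between 14.3% (without pool 4) and 24.2%. For E10.5 Lgr5-GFP+ cells it moved the share in cluster 1 between 65.7% and 85.4% and that in cluster 3 between 13.4% (without pool 2) and 33.1% (without pool 1).

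The G2M difference between clusters reversed with *Mki67*. The share of cells with more than 10 *Mki67* reads was 47.9%, 79.6% and 57.4% in clusters 1, 2 and 3, so that cluster 1 minus cluster 2 was -31.8 percentage points (19.7 in G2M) and cluster 1 minus cluster 3 was -9.50 (25.7 in G2M). Summed *Mki67* was also higher in cluster 2 than in cluster 1, but cluster 1 was above cluster 3 in RPM (206 and 196), so no order of these 2 clusters is read from *Mki67*. The highest-score rule gave 34.6% in cluster 1 and 14.4% in cluster 2. Leaving out each pool gave 26.3% to 33.9% in cluster 1 (highest without pool 2), 5.45% to 10.7% in cluster 2 (lowest without pool 3) and 0% to 8% in cluster 3 (0% without pool 3), and cluster 1 stayed highest. The cause was not tested.

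Of the 11 markers, 10 were highest in the matched cluster when single cells were weighted equally, with scran size factors, without globin genes in the total and without each pool. The clusters had been matched by these markers, so the count is no separate evidence for the names. The planned removal of mitochondrial genes had nothing to remove. With the clusters rebuilt without the named and marker genes, the log2 ratio of *Cd44* in the cluster matched to Chol reversed to -2.75, leukocyte genes highest in that cluster went from 6 to 0, and endothelial genes highest in the cluster matched to HB from 8 to 5. The other 23 cells show the cause. The cluster matched to HB kept its 376 cells, and all 23 cells that left the cluster matched to Chol came from the 23-cell sub-cluster of cluster 2. They formed a further cluster, with *Cd44* at 798 RPM against 118 in the cluster matched to Chol, and 6 leukocyte and 3 endothelial genes were highest there. In these clusters, 9 of the 11 markers were highest in the matched cluster.

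Pseudotime changed with most settings. Cluster 3 minus cluster 1 in median pseudotime was 0.157. It was 0.693 with 30 neighbours, 0.413 with 200 neighbours and 0.199 with raw counts. It was -0.0292, 0.340 and 0.0790 with the limited Gaussian kernel and 100, 30 and 200 neighbours, and 0.170 and 0.370 with the UMAP kernel and 100 and 200 neighbours. Cluster 2 minus cluster 1 was 0.833 and became 0.675, 0.745 and 0.586 with 30 neighbours, 200 neighbours and raw counts, 0.790, 0.674 and 0.916 with the limited kernel, and 0.792, 0.901 and 0.707 with the UMAP kernel and 100, 30 and 200 neighbours. Cluster 2 minus cluster 3 was 0.676 and reversed to -0.0181 with 30 neighbours. It was 0.332 with 200 neighbours, 0.388 with raw counts, 0.819, 0.335 and 0.837 with the limited kernel, and 0.621, 0.749 and 0.337 with the UMAP kernel. The root in cluster 1 sets the order of clusters 1 and 2, so that order is no sign of stability. The cause of the other changes was not tested. With 20 diffusion components, all 3 differences stayed within the spread between pools.

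The 4 sub-clusters of cluster 2 stayed within 1.5 times at resolutions 0.3 and 0.8 (4 and 5) and became 2 with E10.5 cells only, a setting with fewer cells by construction. Depth limits the Lgr5+ shares that fell with thinning, and the number of cells limits the rare classes. A single Lgr5+ cell separates 0.629% from 0% in E13.5 bulk cells, and 2 cells carry the G2M share of cluster 3.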

Differences from the paper's values

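In the clustering of cluster 2 over both stages there were 4 sub-clusters, whereas the paper reports 2 within its E10.5 Chol cluster, and its methods name the cholangiocyte-like cluster without a stage. Of the alternatives set before the data were examined, the one restricted to E10.5 cells gave 2, as in the paper, while resolutions 0.3 and 0.8 gave 4 and 5.

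The share of cluster 2 in G2M was 9.26%, and the paper's value for its Chol cluster is about 16% in Fig. S5B, read by eye. Of the alternatives set before the data were examined, leaving out pool 2 gave 10.7%, which is no longer more than 1.5 times below. Thinned reads (10.6%), the *Mki67* measure (79.6%), 30 neighbours, 10 or 50 components, resolution 0.02 (9.26% in each) and leaving out pools 1, 3, 4 or 5 (10.1%, 5.45%, 9.26% and 10.6%) still differed. The neighbour, component and resolution settings kept every cell in its cluster, so they could not move this value. The phase with the highest score gave 14.4%, within the paper's error bar, and was chosen after seeing the values. In the same setting cluster 1 came to 34.6% and cluster 3 to 6.56%, against about 37% and about 6.6% in Fig. S5B, read by eye, while the main values of 29.0% and 3.28% did not meet the limits for a difference.

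Of the paper's 11 markers, 10 were highest in the matched cluster, a count favoured by the match, which used the same markers. The paper lists *Gpc3* for the HB cluster, and it was higher in cluster 3, with a log2 ratio of cluster 1 to cluster 3 of -0.24. Of the fixed hepatoblast list, 12 of 14 genes were highest in cluster 3 and 2 in cluster 1. *Afp*, whose protein the paper uses as a hepatoblast marker, was at 2.82 RPM in cluster 1 and 2271 in cluster 3. It had more than 10 reads in 5 of 376 and 59 of 61 cells. The paper describes its Hep cluster, too, as hepatoblasts, with hepatocyte-like features.

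The paper describes the Chol cluster as cholangiocyte-like and names *Car2*, *Cd44* and *Bcl11a*, all 3 of which were highest in cluster 2. These 3 genes also served to match cluster 2 to Chol. Of the fixed cholangiocyte list, 0 of 9 genes were highest in cluster 2 and 7 were highest in cluster 1, though not all of these in every pool.

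The paper describes the HB cluster as the one with more proliferating cells. The G2M share was highest in cluster 1 over both stages, but at E13.5 it was 6.15% in cluster 1 and 8.05% in cluster 2, with overlapping intervals, and with thinned reads the order was opposite (12.3% and 8.62%). *Mki67* was at 206 RPM in cluster 1 and 444 in cluster 2.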

Other observations

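The tests of too few E13.5 cells, the test of at least 5 hepatoblast genes in Lgr5+ cells, the tests of the *Lgr5* reads these cells carry, the limits of at least 3 and 5 markers per cell and the fine clusters at resolution 0.2 were examined after their results had been seen.

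No E13.5 cell lay in cluster 3. Too few E13.5 Lgr5-GFP+ cells is argued against, because 0 of 80 cells allows up to 3.75%, while 26.5% of E10.5 Lgr5-GFP+ cells (20.7 to 33.0) lay there, and 13.4% (8.60 to 19.6) without pool 2, although 1 of 45 did in pool 1. For bulk cells, chance in sampling and a real loss cannot be told apart, because 0 of 159 cells allows up to 1.89%, which is within the interval of the 2.46% at E10.5 (0.804 to 5.65). Cells with hepatoblast markers placed in another cluster are argued against too, since 1 of the 239 E13.5 cells had more than 10 reads on at least 5 hepatoblast genes, and 55 of the 61 cells of cluster 3 did. The paper's explanation, a loss of the Liv2 epitope, could not be tested with these data.

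In cluster 1, 16 of 46 Lgr5+ cells had at least 3 hepatoblast genes with more than 10 reads (34.8%, 21.4 to 50.2), against 57 of 330 other cells (17.3%, 13.4 to 21.8). At least 3 mesenchymal genes were found in 34 of the 46 and in 195 of the 330. At least 5 hepatoblast genes were found in 3 of the 46 (6.52%, 1.37 to 17.9) and in 8 of the 330, and in 55 of the 61 cells of cluster 3. The hypothesis that most Lgr5+ cells of cluster 1 have at least 5 hepatoblast markers, as in cluster 3, is argued against by the 6.52%. With at least 3 markers it cannot be told apart from its opposite, because the interval of the 34.8% reaches 50.2%. Of that list, *Dlk1*, *Krt18*, *Krt8* and *Epcam* had more than 10 reads in 244, 103, 84 and 32 cells of cluster 1. Each other gene did in at most 17 of the 376 cells, among them *Afp* in 5, *Ttr* in 9 and *Hnf4a* in 1. Most of the 46 Lgr5+ cells therefore lacked each of these other genes at that level. At least 3 markers can be reached without them. Of the 12285 *Lgr5* reads of cluster 1, cells with at least 5 hepatoblast genes carried 271 (2.21%, 95% interval 0.0465 to 7.00 from 10000 resamplings of the cells, and 0.624% without pool 3), which argues against them as the source of most reads. Cells with at least 3 carried 4361 (35.5%, 15.3 to 57.2), so whether these carry most reads cannot be told apart.

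Pool 1 had few Lgr5+ cells among its E10.5 Lgr5-GFP+ cells, 1 of 45. Lower depth is argued against, as the median reads per cell of these cells in pool 1 was 1.02 times the lowest of the other pools. The threshold is argued against as well, since 13.3% of these cells of pool 1 had any *Lgr5* read, and 56.1% or more in each other pool. The labels do not say how pool 1 differed, and no biological explanation was tested.

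A difference in reads per cell was weighed for the G2M shares. It is argued against, since the order of the clusters stayed with each cell thinned to 100000 reads, where cluster 1 was at 29.8%.

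At resolution 0.2, cluster 1 divided into 4 parts. The largest, of 285 cells, was led by *Pdgfra* (180 RPM). A part of 55 cells, 29 of them E13.5 Lgr5-GFP+ and 23 E10.5 Lgr5-GFP+, was led by *Lbx1* and *Pax3* (65.2 and 408 RPM). A part of 19 cells, 17 of them E10.5 Lgr5-GFP+, was led by genes such as *Kcnh8* and *Cldn3*. It had the highest *Lgr5* level of the parts, 202 RPM (197 to 208), with 8 Lgr5+ cells. Of the cholangiocyte list, *Epcam*, *Cldn4* and *Krt7* were at 767, 265 and 248 RPM in it. They were at 6.80, 0.0172 and 16.5 RPM in the part of 285 cells. A part of 17 cells, 16 of them E13.5 Lgr5-GFP+, was led by *Fabp4* (1071 RPM) and had *Lyve1* at 2946. Genes outside the fixed lists are named here after their values were seen, and the paper does not report these parts.

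The highest number of detected genes, 11908, was in an E13.5 Lgr5-GFP+ cell of pool 4 in cluster 2, against a median of 5498 over all cells. No doublet caller was run, so it is not known whether this well held more than 1 cell.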
